# An anti-inflammatory activation sequence governs macrophage transcriptional dynamics during tissue injury in zebrafish

**DOI:** 10.1038/s41467-022-33015-3

**Published:** 2022-09-20

**Authors:** Nicolas Denans, Nhung T. T. Tran, Madeleine E. Swall, Daniel C. Diaz, Jillian Blanck, Tatjana Piotrowski

**Keywords:** Innate immune cells, Developmental biology, Gene regulation in immune cells

## Abstract

Macrophages are essential for tissue repair and regeneration. Yet, the molecular programs, as well as the timing of their activation during and after tissue injury are poorly defined. Using a high spatio-temporal resolution single cell analysis of macrophages coupled with live imaging after sensory hair cell death in zebrafish, we find that the same population of macrophages transitions through a sequence of three major anti-inflammatory activation states. Macrophages first show a signature of glucocorticoid activation, then IL-10 signaling and finally the induction of oxidative phosphorylation by IL-4/Polyamine signaling. Importantly, loss-of-function of glucocorticoid and IL-10 signaling shows that each step of the sequence is independently activated. Lastly, we show that IL-10 and IL-4 signaling act synergistically to promote synaptogenesis between hair cells and efferent neurons during regeneration. Our results show that macrophages, in addition to a switch from M1 to M2, sequentially and independently transition though three anti-inflammatory pathways in vivo during tissue injury in a regenerating organ.

## Abstract (web summary)

Macrophages are important for tissue regeneration after injury. Here, using a single cell sequencing approach in a zebrafish injury model, the authors show that macrophages transition through a three stage process during tissue regeneration after hair cell damage.

## Introduction

Innate immune cells, and more particularly macrophages, are essential during vertebrate embryonic development, tissue repair and regeneration^1,2^. Ablating macrophages during, or after injury of major organs in regenerating species blocks the regeneration process^3–6^. Yet, the sequence of signals that controls their activity and their dynamics at a high spatio-temporal resolution are still poorly defined.

Macrophages exist in various molecular activation states. They are commonly classified as pro-inflammatory (M1) or anti-inflammatory (M2) depending on the type of cytokines/signals they get activated with^7^. However, this classification that stems from a comparison with lymphocyte T helper (Th) cell activation^7^ is an oversimplification. For one, zebrafish larvae do not have functional Th cells yet, making the nomenclature irrelevant. Furthermore, M1 macrophages can be activated by several pro-inflammatory signals such as Interleukin-1, Interferon-gamma, lipopolysaccharide (LPS), while M2 are triggered by anti-inflammatory Glucocorticoids, Interleukin-10, Interleukin-4/13 and more^8^. In addition, each of these signals triggers distinct downstream gene regulatory networks depending on the context and can have distinct functions. Nevertheless, a switch from M1 to M2 has been observed in different contexts of tissue injury (pathogen-induced-, sterile- or mixed injury).

Two models have been proposed and observed after tissue injury: a “phenotypic switch”, where the same population switches from pro- to anti-inflammatory^9–14^ or the “independent recruitment” of pro- and anti-inflammatory populations sequentially^15–17^. Which model is at play during tissue regeneration is still poorly documented. A recent study in a model of tailfin regeneration in zebrafish demonstrated that the same macrophages can switch from pro-inflammatory (*tnfa* + ) to anti-inflammatory (*cxcr4b* + ) during the course of regeneration^18^ favoring the phenotypic switch model. However, whether cells can sequentially transition between several pro- or anti-inflammatory states during tissue injury is understudied mainly due to the lack of high spatio-temporal resolution analyses. Indeed, the majority of injury paradigms studied thus far occurs over many days, making it challenging to observe fast transitions between different macrophage activation states. Determining both the timing of the transitions as well as the genetic programs triggered by each activation state during tissue regeneration will be invaluable to design targeted immunomodulatory therapies.

Here we take advantage of the rapid sensory hair cell (HC) regeneration that occurs in the zebrafish lateral line^19,20^ to identify the molecular “What” (signals and genetic program) and “When” (sequence of activation) that control macrophage activity and dynamics during injury of a regenerating organ in zebrafish. Using a combination of high-resolution microscopy and scRNAseq, we show that a population of macrophages is sequentially and independently activated by three major anti-inflammatory pathways. Finally, a compound mutant analysis demonstrates a synergistic role for IL-10 and IL-4 signaling in synaptogenesis after hair cell injury.

## Results

### The same population of effector macrophages invades and leaves neuromasts within a five-hour window

Tissue injury triggers an inflammatory response that involves the recruitment of macrophages to the injury site. These macrophages will be responsible for clearing cellular debris, remodeling the extracellular matrix, and in some cases, provide signals to the tissue stem cells to start the repair process^21^. A recent study showed that macrophages rapidly invade the neuromast and phagocytose dead HCs^22^. We designated this population ‘effector macrophages’^23^. It is not clear if effectors represent a single, or several macrophage populations. A recent study of muscle regeneration in zebrafish showed that two populations of macrophages were dynamically regulated after injury^24^. One population reacted rapidly to tissue injury and left the damaged area within twenty-four hours, while a second population stayed in contact with the muscle stem cells for a longer period. Thus, the first step in understanding how effector macrophages are molecularly regulated is to describe their dynamic after HC death. To follow both macrophages and HCs over time we study *Tg(mpeg:GFP)* and *Tg(she:lckmScarletI)* transgenic larvae in which macrophages and neuromast cells are labeled, respectively (Fig. 1a). Neuromast HCs are superficially located all along the larval body (Fig. 1a, Supplementary Movie 1). Treatment with neomycin for 30 min rapidly kills HCs by caspase-independent cell death (Supplementary Movie 2)^25^. Macrophages start phagocytosing dead HCs as early as 15 min after the first cells die (Supplementary Movie 2–3)^22^. To describe the dynamics of effector macrophages from the time they enter the neuromast to when they leave during HC regeneration, we performed a macrophage recruitment assay. We treated the larvae with neomycin for 30 min and imaged both macrophages and neuromasts 1 hour (1H), 3H, 5H, and 7H after treatment (Fig. 1a, b, Supplementary Movie 4). Quantification of the number of macrophages surrounding and inside the neuromasts shows a rapid recruitment of effector macrophages with a peak at 1H after neomycin (Fig. 1c, d)^22^. Subsequently, cells progressively return to homeostatic levels, which they reach at 7H after neomycin treatment. Thus, effector macrophages interact with neuromasts within a five-hour window, coinciding with the appearance of the first regenerated HCs^26^.

**Fig. 1:**
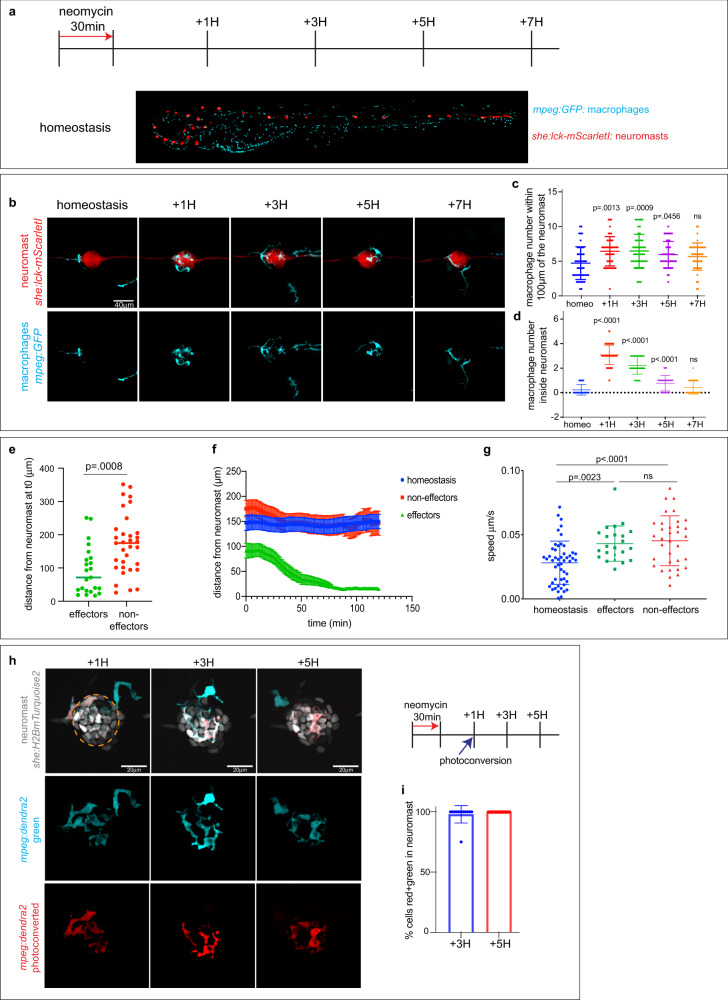
The same population of macrophages resolves HC death-induced inflammation within a five-hour window. **a** Schematics of neomycin regime and time point collections for the macrophage recruitment assay in the *Tg(she:lck-mScarletI;mpeg:GFP)* larvae. **b** Representative confocal images (projection of a 30 mm z-stack) for the macrophage recruitment assay. **c**, **d** Quantification of macrophages around (**c**) or inside (**d**) the neuromast. Each dot represents the number of macrophages per neuromast (3 neuromasts per larvae, 16 larvae per condition and 3 biological replicates). A 2-way ANOVA followed by a Tukey multiple comparison tests has been used to determine statistical significance. *P*-values represent a post-hoc (Tukey) test from each condition relative to homeostasis. **e** Quantification of the distance from the neuromast prior to HC death of effector and non-effector macrophages. Each dot represents a macrophage (8 larvae per condition and 3 biological replicates). *P*-value represents a two-tailed Student’s *t*-test. **f** Quantification of the distance from the neuromast over-time after HC death of effector and non-effector macrophages (8 larvae per condition and 3 biological replicates). **g** Quantification of the macrophage velocity of effectors and non-effectors macrophages. Each dot represents a macrophage (8 larvae per condition and 3 biological replicates). A 2-way ANOVA followed by a Tukey multiple comparison test has been used to determine statistical significance. *P*-values represent a post-hoc (Tukey) test between each condition. **h** Representative confocal images (projection of a 30 mm z-stack) for the macrophage photoconversion assay. Cells photoconverted (red) were inside the neuromast at the time of photoconversion while non-photoconverted cells (cyan) were not. Orange dotted line represents the photoconverted area. **i** Quantification of the ratio of photoconverted effector macrophages over time. Each dot represents the percentage of macrophages per neuromast (1 neuromast per larvae, 12 larvae per condition and 3 biological replicates). For all graphs, data are represented as mean ± SD except for (**f**) which is represented as mean ± SEM.

To decipher where effector macrophages originate from and if they represent a specific population, we performed time-lapse recordings of macrophages and neuromasts during neomycin treatment and homeostasis in a large area of the larval trunk (Supplementary Movie 5). Quantification of the location of macrophages prior to HC death shows that macrophages that will become effectors are located closer to the neuromast than macrophages that will become non-effectors (71 μm ± 14 μm vs 175 μm ± 15 μm, respectively) (Fig. 1e). In contrast to non-effectors, effector macrophages show a rapid, directional migration toward the neuromasts in response to HC death (Fig. 1f). Interestingly, non-effector cells show an increase in non-directed cell velocity after neomycin treatment suggesting that HC death initially triggers a global injury response (Fig. 1g).

To assess if a single or multiple populations of effector macrophages are recruited to neuromasts during the five-hour window, we specifically photoconverted effector cells within neuromasts 1H after neomycin and quantified the ratio of photoconverted vs non-photoconverted macrophages 3H and 5H after HC death (Fig. 1h). Photoconverted cells represent an average of 98%  ±  2% and 100% of the macrophages inside neuromasts at 3H and 5H after HC death, respectively, demonstrating that a single population of effector macrophages are recruited all at once during the five-hour window (Fig. 1i).

### High temporal resolution scRNA-seq identifies a population of effector macrophages

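The wild-type course was re-derived from the UMI counts the authors deposited for 5 libraries of sorted *mpeg:GFP* cells, 1 library per time point. The homeostasis library held 20676 barcodes with 65463197 UMIs, and the 5H library 26413 barcodes with 158161021 UMIs. *EGFP*, the reporter transcript, had 31531 UMIs at 1H, 49327 at 3H and 55952 at 5H. The 5H sum above includes it, and it was kept out of the totals behind expression values. *mt-nd1* and the other mitochondrial protein-coding genes had UMIs at homeostasis and 15 min alone in this course. They belong to 464 genes that some libraries did not count. The UMI sums given for whole libraries include these genes, and the totals behind CPM leave them out unless stated. Expression is given as CPM, the UMIs of a gene scaled to the UMIs summed over a group of cells, and change as a log2 ratio to homeostasis with a 95% interval. With 1 library per time point the interval covers counting error only, and time points of this course were not tested against each other.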

To molecularly characterize all macrophage populations, identify the effector population and characterize their activation sequence and underlying molecular program over the course of HC death, we performed a scRNA-seq time course of *Tg(mpeg:GFP)* transgenic larvae. 

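Cells kept from the homeostasis library had a median of 2620.5 UMIs, against 3942.5 at 1H, 4852 at 3H and 4590 at 5H. A homeostasis cell held UMIs of 938 genes on average and a 3H cell of 1413 genes. Macrophage-like cells, which are the irg1/acod1-, f13a1b-, mcamb-, runx3- and tspan10-like classes together, made up 56.2% of the library at homeostasis. Their share was 48.8% at 1H, 46.8% at 3H and 43.7% at 5H.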

We dissociated 600 5dpf larvae each during homeostasis, and 1H, 3H and 5H after a 30 min neomycin treatment and FACsorted GFP + cells for 10x Chromium genomics scRNA-seq (Fig. 2a and Supplementary Fig. 1a–c). To determine the earliest activation of macrophages we also collected GFP + cells immediately after a 15 min neomycin treatment (Fig. 2a). 

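The library of this earliest time point held 17187 barcodes and 102820898 UMIs. Its cells had a median of 4363 UMIs and a mean of 1237 genes, and 47.3% of them fell into the 5 macrophage-like classes. The sample label places the collection 15 min after neomycin, while the paper places it at the end of a 15 min treatment. The paper's timing is used here.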

We downsampled the number of cells per time point to fourteen thousand to avoid a bias based on over-representation of a specific time point (Supplementary Fig. 2a). 

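For the atlas rebuilt here, 14000 barcodes were drawn at random from each library. Barcodes with 600 to 20000 UMIs and at most 5% mitochondrial UMIs were kept as cells. Macrophages and other sorted cells together numbered 12490 at homeostasis, 12505 at 15 min, 13866 at 1H, 13166 at 3H and 13663 at 5H. The mitochondrial limit removed 1144 cells at homeostasis and 751 at 15 min, and none later, where the counts hold no mitochondrial UMIs.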

We subsequently integrated the five time points using Seurat and performed UMAP dimensional reduction (Fig. 2b). 

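The 65690 cells kept fell into 29 clusters, which were named by the markers of each cell type. Metaphocyte-like cells made up 9.25% of the library at 1H and neutrophil-like cells 9.22%. NK-like cells made up 3.70% and DC-like cells 3.34% of the same library. The hemoglobin genes *hbae3* and *hbbe1.1* led a small cluster of erythrocyte-like cells. Clusters led by the keratin genes *krt4* and *krt5*, by the cone opsin gene *opn1sw1*, by *adam12* and by the chemokine gene *ccl33.3* received no class name and held 2.39% of the cells.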

The resulting seventy thousand cell atlas of all *mpeg:*GFP cells of 5 dpf larvae show that *mpeg*:GFP, in addition to macrophages, also labels several other immune cell types, some of which have also been recently observed in 4dpf larvae^27^ and adult fish^28,29^. The expression of *mpeg1.1* by these non-macrophage immune cell types is confirmed in feature and violin plots (Supplementary Fig. 1d-e). 

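*mpeg1.1*, which encodes a perforin-like protein of phagocytes, had at least 1 UMI in 85.7% of DC-like cells and 76.8% of metaphocyte-like cells. It was detected in 33.4% of NK-like cells and 22.7% of neutrophil-like cells. The share was 90.5% in runx3-like cells, a macrophage-like class, and 40.1% in translation-like cells. The level of *mpeg1.1* was 564 CPM in DC-like cells, 142 CPM in NK-like cells, 152 CPM in neutrophil-like cells and 895 CPM in runx3-like cells. Erythrocyte-like cells, a class with no role in phagocytosis, also measured 258 CPM.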

We characterized these immune cell populations based on the expression of marker genes (Fig. 2b, Supplementary Fig 2b-c and Supplementary Data 1). 

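*flt3*, the receptor that drives dendritic cell development, measured 68.0 CPM in the DC-like cells and 2.53 CPM in all other cells. The proteoglycan gene *spock3* was detected in 85.6% of DC-like cells and 6.96% of the others. The adhesion gene *hepacam2* was detected in 43.7% of DC-like cells and 2.92% of the others. The chemokine gene *ccl19a.1* and the synaptic vesicle gene *syngr3b* were also among the genes that led this cluster.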

We identified dendritic-like cells (DC-like) based on their expression of the master regulator *flt3*^30^, as well as *spock3* and *hepacam2*. 

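The tight junction gene *cldnh* measured 3471 CPM in metaphocyte-like cells and 31.8 CPM in all other cells. The epithelial adhesion gene *epcam* was detected in 97.7% of these cells and 3.79% of the others. The transcription factor gene *prox1a* was detected in 84.0% of them and in 1.92% of the others. The progranulin gene *grn2* and the calcium-binding gene *s100v1* led the same clusters.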

Previously described antigen-presenting metaphocytes^31^ are marked by *cldnh*, *epcam,* and *prox1a*. 

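The T-box transcription factor gene *eomesa* measured 167 CPM in the NK-like cells and 3.54 CPM in all other cells, with UMIs in 49.9% of the NK-like cells. The chemokine gene *ccl33.3* and *mef2b* led the same cluster. *gata3*, a transcription factor gene of innate lymphoid cells, measured 155 CPM in the second NK-like class and 4.17 CPM elsewhere. It was detected in 51.3% of that class and in 1.82% of the other cells.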

Two clusters of natural-killer like cells express their master regulator *eomesa*^32^ (NK-like) and *gata3*^33^ (NK-like2). 

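The myeloperoxidase gene *mpx* measured 1457 CPM in neutrophil-like cells and 13.7 CPM elsewhere, and the lysozyme gene *lyz* 5404 CPM and 53.7 CPM. The retinol carrier gene *rbp4* measured 4257 CPM in the rbp4-like cells against 72.8 CPM elsewhere. The matrix genes *sparc* and *col1a2* measured 784 CPM and 824 CPM in these cells, against 13.0 CPM and 12.6 CPM elsewhere. The kininogen gene *kng1* measured 241 CPM in the kng1-like cells against 0.640 CPM elsewhere, and the apolipoprotein gene *apoa1b* led them. The gene the paper writes as *acta3b* was read as the actinin gene *actn3b*, which had 2 UMIs in the muscle-like cells. The muscle genes *actc1b* and *pvalb2* measured 118 CPM and 117 CPM there, in cells with a median of 963 UMIs. That cluster was led by *rho*, *wu:fc46h12* and *fabp7a*. Its mean log2 enrichment was 1.76 for muscle markers and 0.91 for liver and pancreas markers, so it may be mixed.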

A neutrophil population is labeled by *mpx* and *lyz*^34^; an unidentified population expresses skin (*rbp4*, *sparc*) and collagen markers (*col1a2*), and two unidentified small clusters are labeled by *kng1* and *acta3b*, respectively. 

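Macrophage-like cells formed 5 named classes in the rebuilt atlas, with a translation-like and a proliferating class beside them. The f13a1b-like class was the largest with 10731 cells, followed by 6475 irg1/acod1-like, 5746 mcamb-like and 5370 runx3-like cells. The translation-like class held 4418 cells, the proliferating class 3901 and the tspan10-like class 3505. At homeostasis f13a1b-like cells were 22.9% of the library, mcamb-like cells 11.2%, irg1/acod1-like cells 8.17% and runx3-like cells 7.41%.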

Our analysis implicated an unexpected heterogeneity of the macrophage population consisting of eight clusters that cluster closely together (Fig. 2b, Supplementary Fig. 2b-c and Supplementary Data 1). 

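The replication clamp gene *pcna* measured 680.1 CPM in the proliferating cells and 110.0 CPM in all other cells. The cell cycle gene *mki67* was detected in 56.9% of them and in 4.40% of the others. The tubulin gene *tubb2b* was detected in 96.6% of them and in 36.5% of the others. The ribonucleotide reductase gene *rrm2* and the kinase gene *cdk1* led this class.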

Proliferating macrophages form a cluster characterized by *pcna*, *mki67* and *tubb2b*. 

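The ribosome biogenesis gene *gtpbp4* measured 832 CPM in the translation-like cells and 374 CPM in all other cells. The nucleolar genes *npm1a* and *ncl* measured 523 CPM and 402 CPM, against 307 CPM and 285 CPM elsewhere. The fatty acid carrier gene *fabp3* measured 382 CPM against 118 CPM. The nucleolar helicase gene *ddx21* and *myca* were also among the genes that led this class.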

Another cluster that is heavily influenced by ribosome genes we called the ‘translation’ cluster. Cells in the small ‘stat1b’ cluster show an Interferon signaling response signature (*stat1b*, *isg15*, *cxcl20*) that is also induced in response to an endemic picornavirus in zebrafish facilities^35^. 

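No cluster of the rebuilt atlas received the stat1b name. The irg1/acod1-like cluster was led by interferon-induced chemokine genes such as *cxcl11.1* and *cxcl20* and by the antiviral genes *mxf* and *mxc*. The mean log2 enrichment of the stat1b markers in it was 1.26, against 2.05 for its own markers. *stat1b*, which encodes the interferon-activated transcription factor, measured 19.4 CPM at homeostasis and 11.7 CPM at 3H over irg1/acod1-, f13a1b- and mcamb-like cells.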

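*irg1*, the gene of the enzyme that makes itaconate, measured 542 CPM in irg1/acod1-like cells and 78.2 CPM in all other cells. The hepcidin gene *hamp*, which limits iron export, measured 435 CPM against 28.4 CPM. The antiviral gene *mxc* measured 312 CPM against 43.1 CPM and was detected in 43.6% of irg1/acod1-like cells.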

Another cluster is marked by genes classically upregulated in response to bacteria^36,37^ that we named ‘irg1/acod1’ (*irg1/acod1*, *hamp*, *mxc*). In addition, we identified a cluster that does not show unique markers but is broadly labeled by *f13a1b*, *junba,* and *btg1* (called ‘f13a1b’); a cluster that expresses markers of potentially immature microglia, such as *mcamb*, *apoeb*^38^, and *apoc1* (called ‘mcamb’); and two clusters that represent unidentified macrophage states or populations expressing *runx3*, *cxcl19*, *cxcl8a* (called ‘runx3’) and *tspan10*, *slc43a3b*, *illr1* (called ‘tspan10’), respectively.

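The transglutaminase gene *f13a1b* measured 447 CPM in f13a1b-like cells and 165 CPM in all other cells. *junba* and the growth inhibitor gene *btg1* measured 254 CPM and 304 CPM there, against 156 CPM for both elsewhere, and the mannose receptor gene *mrc1b* led the class. The adhesion gene *mcamb* measured 214 CPM in mcamb-like cells against 15.9 CPM elsewhere. The apolipoprotein genes *apoeb* and *apoc1* measured 4004 CPM and 13961 CPM in mcamb-like cells. The transcription factor gene *runx3* measured 219.6 CPM in runx3-like cells against 25.6 CPM elsewhere, and the chemokine genes *cxcl19* and *cxcl8a* measured 2829 CPM and 457 CPM. The tetraspanin gene *tspan10*, the transporter gene *slc43a3b* and the lectin gene *illr1* measured 105 CPM, 329.7 CPM and 54.3 CPM in tspan10-like cells, against 5.23 CPM, 25.4 CPM and 5.68 CPM elsewhere.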

**Fig. 2:**
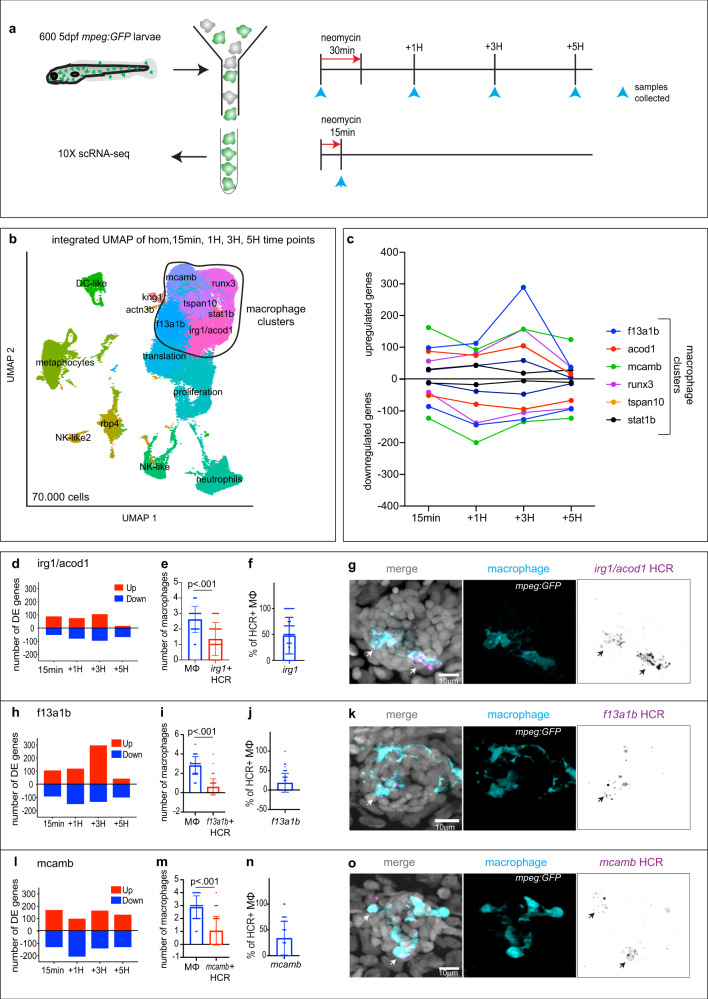
Combination of scRNA-seq and HCR-FISH identifies a population of effector macrophages during HC regeneration. **a** Schematics of neomycin regime and time points collection for scRNA-seq. **b** Integrated UMAP of the five time points (1 experiment per time point). Cluster names are labeled on the UMAP. Macrophage clusters are circled. **c** Quantification of genes differentially up- and downregulated at each time point within the macrophages clusters. **d, h, l** Quantification of genes differentially up- and downregulated at each time point for (**d**) the ‘irg1/acod1’, (**h**) ‘f13a1b’ and (**l**) ‘mcamb’ clusters. **e, i, m** Quantifications of effector macrophages (MΦ) that either express (**e**) *irg1/acod1*, (**i**) *f13a1b* or (**m**) *mcamb* by HCR at 1H. Each dot represents the number of macrophages per neuromast (5 neuromasts per larvae, 16 larvae and 3 biological replicates). *P*-values represent non-parametric two-tailed Student’s *t*-test. **f, j, n** Quantifications of the percentage of HCR + effector macrophages (MΦ) in the (**f**) *irg1/acod1*, (**j**) f*13a1b* and (**n**) *mcamb* clusters. Each dot represents the number of effector macrophages per neuromast (5 neuromasts per larvae, 16 larvae and 3 biological replicates). **g, k, o** Representative confocal images (projection of a 30 μm z-stack) of HCR-FISH (arrows) within the effector macrophages for (**g**) *irg1/acod1*, (**k**) f*13a1b* and (**o**) *mcamb* (from 5 neuromasts per larvae, 16 larvae and 3 biological replicates). For all graphs, data are represented as mean ± SD.

To characterize macrophage clusters that show transcriptional changes during the neomycin time course, we performed differential gene expression for each cluster at each time point. 

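In f13a1b-like cells 354 genes were at least 2-fold higher at 3H than at homeostasis and 131 at least 2-fold lower. In mcamb-like cells 280 genes were lower and 122 higher at 1H. In irg1/acod1-like cells 59 genes were higher and 79 lower at 15 min, and 57 were higher and 116 lower at 1H. The runx3-like cells had 173 higher and 129 lower genes at 3H, and the tspan10-like cells 102 and 133. A gene was counted from 50 CPM in one of the 2 libraries compared. CPM here is scaled to total UMIs. With this scaling a typical gene of the irg1/acod1-, f13a1b- and mcamb-like cells together stood below 0 at 1H, as given below. The excess of lower genes at 1H may therefore depend on the scaling.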

Quantification of the numbers of up- and down-regulated genes during the time course shows that several macrophage clusters respond to neomycin treatment (Fig. 2c, d, h, l and Supplementary Fig. 3a-b). To identify which macrophages enter the neuromasts and represent effector cells, we performed fluorescent in situ hybridization using the hybridization chain reaction (HCR-FISH^39^) with the macrophage cluster markers *irg1*/*acod1*, *f13a1b*, *mcamb*, *tspan10*, *runx3*, as well as the non-macrophage NK-like (*eomesa*) and DC-like (*hepacam2*) cluster markers as negative controls (Fig. 2d–o, Supplementary Fig. 3a–d”). HCR-FISH was performed on *mpeg:GFP* larvae 1H after neomycin, when all effector cells have migrated into the neuromasts. This screen demonstrated that 48% of the effectors are labeled with *irg1*/*acod1* (Fig. 2d–g), 18% with *f13a1b* (Fig. 2h–k) and 34% with *mcamb* (Fig. 2l–o). The *tspan10* marker did not label any effector cells (Supplementary Fig. 3a–a”), while we found that 3% of the cells were labeled with *runx3* (Supplementary Fig. 3b-b”). As expected, no effector cells were labeled with *eomesa* (NK-like cells) (Supplementary Fig. 3c–c”) or *hepacam2* (DC-like cells) (Supplementary Fig. 3d–d”). Additionally, we performed a macrophage recruitment assay with two newly generated transgenic reporter lines that drive the expression of a red fluorescent protein under the promoter of *irg1*/*acod1* and *stat1b*. We functionally validated that *Tg*(−5.6*irg1*:lck-mScarletI/*acry*:mScarletI) larvae respond to LPS injection and that this line is thus a faithful reporter of the ‘irg1/acod1’ cluster. Similarly, our *Tg*(−9*stat1b*:lck-mScarletI/*acry*:mScarletI) reporter is activated by *Ifnphi1* injection (Supplementary Fig. 4a–d). These experiments confirmed that ‘irg1/acod1’ cells are indeed effector macrophages, whereas ‘stat1b’ cells do not enter neuromasts (Supplementary Fig. 4e–h). Altogether we conclude that the effector population is composed of cells belonging to the ‘irg1/acod1’, ‘f13a1b’ and ‘mcamb’ clusters and focused our analysis on these cells as effector macrophages.

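Effector-like cells, which are the irg1/acod1-, f13a1b- and mcamb-like classes together, made up 42.3% of the cells at homeostasis (41.4 to 43.2). Their share was 34.1% at 15 min, 34.9% at 1H, 34.3% at 3H and 29.7% at 5H. The f13a1b-like share was 17.6% at 1H and 13.6% at 3H, and the irg1/acod1-like share 9.22% and 13.3%. In effector-like cells 72 genes were at least 2-fold higher at 15 min than at homeostasis and 54 lower, with the dendritic maturation gene *cd83* at a log2 ratio of 3.55. At 3H 228 genes were higher and 118 lower, and at 5H 41 were higher and 71 lower. The classes differed at 3H, with 51 higher and 94 lower in irg1/acod1-like, 354 and 131 in f13a1b-like and 248 and 209 in mcamb-like cells. The irg1/acod1-like cells held 4006998 of 13522538 effector-like UMIs at homeostasis and 13031259 of 26329899 at 3H. The pooled counts do not separate this change of mix from change within classes. Against the mean of the other 4 libraries 69 genes were higher and 56 lower at 3H in the pooled cells, and 2 and 38 at 5H. Against the other 3 libraries after neomycin, a reference chosen after seeing the data, 47 were higher and 60 lower at 3H. At 1H 93 were higher, among them the carrier gene *slc16a9b* at 3.51, and 155 lower, among them the stress gene *sesn1* at −3.12. That split was 174 and 51 after TMM scaling. With total counts a typical gene stood below 0 at 1H. The wild-type median was −0.32 over genes that the *il10ra* courses, described below, did not call at 1H. The paper reasons from in situ hybridization of cluster markers in labelled cells 1H after neomycin and from reporter lines of irg1 and stat1b cells.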

### An anti-inflammatory activation sequence in macrophages during HC death

To identify the core molecular programs driving the effector macrophages activation states at each time point, we compared the differentially expressed genes of the three clusters and analyzed the genes that were shared (Supplementary Data 2). We detected that at the fifteen minutes neomycin time point the Glucocorticoid (GR) pathway targets (*arl5c*, *jdp2b*, *dusp1*, *klf9*, *tsc22d3, nfkbiab, sgk1, fkbp5*)^40,41^ are strongly and transiently upregulated (Fig. 3a, Supplementary Fig. 5a, Supplementary Data 2). 

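All 8 genes were higher at 15 min than at homeostasis in effector-like cells. *jdp2b*, which encodes an AP-1 repressor, measured 28.8 CPM at homeostasis and 364 CPM at 15 min, a log2 ratio of 3.66 (3.52 to 3.81). The GTPase gene *arl5c* had a ratio of 3.49 (3.36 to 3.61) and the kinase gene *sgk1* one of 3.14. *dusp1*, which inactivates MAP kinases, had a ratio of 2.25, and the NF-κB inhibitor gene *nfkbiab* one of 1.94. The ratio was 1.61 for *tsc22d3*, 1.41 for *klf9* and 0.90 for the receptor chaperone gene *fkbp5*. *klf9* stood at −2.32 at 3H and *fkbp5* at −1.97 at 5H. The median of the 8 genes was 2.096 at 15 min (2.01 to 2.19), above all 10000 random lists of similar expression. At 1H it was −0.29, near the −0.32 given above for a typical gene. The study chose these genes on the same libraries, so their median is not independent evidence. Glucocorticoid-responsive genes it does not name, such as *per1a*, *zbtb16a* and *pdk4*, had a median of −0.07, above 33.8% of the random lists. The immediate early genes, which respond to many stimuli, had a median of 1.14 at 15 min, with *fosab* at 2.44.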

HCR-FISH for *dusp1* demonstrated that this activation of the GR pathway is systemic (Fig. 3b). Likewise, *interleukin10 receptor alpha* (*il10ra*) is also strongly upregulated (Fig. 3a, Supplementary Fig. 5a, Supplementary Data 2). 

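*il10ra*, the gene of the ligand-binding IL-10 receptor chain, measured 57.6 CPM at homeostasis and 127 CPM at 15 min in effector-like cells, a log2 ratio of 1.15 (1.03 to 1.26). The ratio was 0.02 at 1H, −0.22 at 3H and 0.14 at 5H. By class it was 1.45 in f13a1b-like, 1.06 in mcamb-like and 0.72 in irg1/acod1-like cells at 15 min. Over all cells that passed the filters the ratio was 0.76. *il10rb*, the gene of the second receptor chain, had a ratio of 0.63 (0.50 to 0.76).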

We confirmed the expression of *il10ra* in 75% of effector cells by HCR-FISH (Fig. 3c-d). Gene ontology and pathway analyses using Metascape^42^ showed enrichment for genes involved in the regulation of apoptosis (*gadd45ab, gadd45bb, xiap, gbp, btg2, ddit3 and mcl1a*) and GR pathway activation (Supplementary Data 2) within the upregulated genes, while ‘oxidative phosphorylation’ is the most enriched term within the downregulated genes at the 15 min time point (Supplementary Fig. 5b, Supplementary Data 2). 

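*gadd45bb*, a stress sensor gene, measured 24.3 CPM at homeostasis and 249 CPM at 15 min in effector-like cells, a log2 ratio of 3.36 (3.20 to 3.53). The antiproliferative gene *btg2* had a ratio of 2.59, *gadd45ab* 1.47 and the stress transcription factor gene *ddit3* 1.12. The apoptosis inhibitor genes *xiap* and *mcl1a* had ratios of 0.84 and 0.66, and *gbp* one of 0.52. The median of these 7 genes, chosen by the study on these libraries, was 1.12 at 15 min and −0.47 at 1H. Nuclear genes of oxidative phosphorylation had a median of 0.09 at 15 min (0.07 to 0.11), with 63 of 87 above 0. The median was −0.24 when the mean of the other 4 libraries served as the reference. It was −0.02 over all cells, −0.02 without cells of 10000 or more UMIs, and −0.32 against the mean of the other 3 libraries after neomycin, a reference chosen after seeing the data. The mitochondrially encoded genes had a median of −0.23 at 15 min, with the oxidase gene *mt-co2* at −0.60 and *mt-nd1* at −0.12. These 3 values use totals over all genes, unlike the nuclear median of 0.09.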

Other markers of anti-inflammatory macrophages that have not been linked to GR activation, such as *cxcr4b*, *irf2*, *lpn1*, *mknk2* and *ets2*^43–47^ are also strongly upregulated (Supplementary Fig. 4A, Supplementary Data 2). 

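The chemokine receptor gene *cxcr4b* measured 265 CPM at homeostasis and 887 CPM at 15 min in effector-like cells, a log2 ratio of 1.74 (1.69 to 1.80). *lpin1*, which encodes a phosphatidate phosphatase, had a ratio of 2.07 (1.88 to 2.27), and the transcription factor gene *ets2* one of 1.71. The kinase gene *mknk2b* had a ratio of 1.42 and the interferon repressor gene *irf2* one of 0.51. *cxcr4b* stood at −1.12 at 1H. The paper writes *lpn1* and *mknk2* for 2 of these genes.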

Of note, *ncf1* and *nrros*^48,49^, both negative regulators of reactive oxygen species, are strongly upregulated (Supplementary Fig. 5a, Supplementary Data 2). 

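*ncf1*, which encodes a cytosolic subunit of the phagocyte NADPH oxidase, measured 419 CPM at homeostasis and 981 CPM at 15 min in effector-like cells. Its log2 ratio was 1.23 (1.19 to 1.27). *nrros*, a negative regulator of reactive oxygen species, measured 294 CPM and 425 CPM, a ratio of 0.53 (0.47 to 0.58). With the 5 preceding genes the median was 1.42 at 15 min (1.32 to 1.51) and −0.11 at 1H.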

Unexpectedly, our stringent analysis did not show a robust upregulation of pro-inflammatory cytokines and the pro-inflammatory *il1b* is only upregulated in the ‘irg1/acod1’ cluster at the 15 min neomycin time point, while no transcriptional upregulation of *tnfa*, *il6* or *il12a* could be detected (Fig. 3a and Supplementary Fig. 6). This finding suggests that a transition from a pro-inflammatory (*il1b* + ) to an anti-inflammatory (GR + ) state occurs rapidly within minutes after HC death. 

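The cytokine gene *il1b* measured 38.1 CPM at homeostasis and 181 CPM at 15 min in effector-like cells, a log2 ratio of 2.25 (2.12 to 2.39). Its level at 15 min was 334 CPM in irg1/acod1-like, 158 CPM in mcamb-like and 47.3 CPM in f13a1b-like cells. The ratio of *il1b* was 1.81 in irg1/acod1-like, 2.49 in mcamb-like, 2.28 in f13a1b-like and 1.696 in runx3-like cells. *tnfa* had a ratio of 0.71 at 15 min (0.41 to 1.01) and −0.59 at 1H. *il6* had 10 UMIs at homeostasis and 88 at 15 min, a ratio of 2.62 (1.68 to 3.73). *il12a* had 2 and 11 UMIs, and its interval of −0.25 to 5.16 includes 0. Over a list of pro-inflammatory genes 17 of 21 were above 0, with a median of 0.95 (0.75 to 1.16).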

The immediate upregulation of the *il10ra* receptor at 15 min leads to the activation of IL-10 target genes activation at 1H after neomycin (*socs3b*, *ccr12b.2*, *pim1,* and *fgl2a*)^50–52^ (Fig. 3a). 

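*socs3b*, which encodes an inhibitor of cytokine signaling, measured 44.3 CPM at homeostasis and 291 CPM at 1H in effector-like cells, a log2 ratio of 2.72 (2.59 to 2.84). The chemokine receptor gene *ccr12b.2* had a ratio of 2.19 (2.03 to 2.36) and the kinase gene *pim1* one of 1.87 (1.73 to 2.02). *fgl2a*, a fibrinogen-like gene, measured 59.8 CPM and 180.2 CPM, a ratio of 1.59. STAT3-responsive genes the study does not name had a median of −0.02, above 95.5% of random lists of similar expression, with the repressor gene *nfil3* at 2.67 and *nfil3-5* at −1.58. At 15 min their median was 0.63, above all random lists. To test 1H and 3H against homeostasis, edgeR was run on the effector-like UMI sums of 9 libraries, which are these time points of the wild-type and the 2 *il10ra* courses, with the course as a block and 4 residual degrees of freedom. All 4 genes were higher at 1H, with *socs3b* at 1.91 (adjusted p 0.0052), *ccr12b.2* at 2.05 (0.000657), *pim1* at 1.50 (0.00139) and *fgl2a* at 1.32 (0.00989). The same 4 of 4 were called when p was adjusted over the list alone. With the *il10ra-/-* course left out, *socs3b* (0.0808), *pim1* (0.0625) and *fgl2a* (0.128) were no longer past 0.05. Without the course in the model *ccr12b.2* was not (0.566).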

HCR-FISH confirms that 80% of the effector cells express *fgl2a* (Fig. 3e, f). 

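*odc1*, the rate-limiting gene of polyamine synthesis, measured 39.3 CPM at homeostasis and 309 CPM at 1H in effector-like cells, a log2 ratio of 2.98 (2.85 to 3.11). The IL-4 receptor gene *il4r.1* measured 64.8 CPM and 202 CPM, a ratio of 1.64 (1.53 to 1.75). The spermine oxidase gene *smox* had a ratio of 1.11 (1.05 to 1.18). The transcription factor gene *myca* was also among the highest genes at 1H, at 2.503. Genes of IL-4 and STAT6 signaling had a median of 0.62, with the arginase gene *arg2* at 2.40 and the kinase gene *jak1* at −1.25. Over the 9 libraries *odc1* was higher at 3.21 (adjusted p 6.4e-05), *il4r.1* at 1.24 (0.00398) and *smox* at 1.21 (0.00102), and 3 of 3 were called over the list alone. With the *il10ra-/-* course left out, *il4r.1* (0.0833) and *smox* (0.0738) were not past 0.05, nor without the course in the model (0.453 and 0.229).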

Other master activators of anti-inflammatory macrophage states, such as the *interleukin4 receptor il4r.1* and the rate-limiting enzymes of the polyamine pathway, *odc1* and *smox*, are also upregulated (Fig. 3a, Supplementary Fig. 5a, Supplementary Data 2). 

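At 3H *il4r.1* stood at a log2 ratio of 0.79 to homeostasis in effector-like cells and *odc1* at 0.48. *smox* stood at −0.42. Genes of polyamine metabolism as a whole had a median of −0.21 at 1H and 0.10 at 3H. Genes not called in the *il10ra* courses had wild-type medians of −0.32 and 0.03. In the fit of the 9 libraries *smox* was lower at 3H, at −0.69 (adjusted p 0.0161). Without the *il10ra-/-* course (0.314) or without the course in the model (0.626) *smox* was not past 0.05. *odc1* at 0.54 (0.0793) and *il4r.1* at 0.21 (0.53) were not past 0.05 in that fit.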

At 3H, in addition to the inhibition of pro-inflammatory cytokines by IL-4, the combination of Polyamine and IL-4 signaling induces oxidative phosphorylation in macrophages^53,54^ (Fig. 3a, Supplementary Fig. 5a, Supplementary Data 2). For example, genes belonging to the mitochondria respiratory chain complexI (*ndufab1b*, *ndufb3*, *mt-nd1*), complexIII (*cycsb*, *uqcr10*, *uqcrfs1*, *uqcrh*), complexIV (*cox17*, *cox7a2a*, *cox7c*, *cox7b*) and complexV (*atp5g1*, *atp5g3a*, *atp5j*, *mt-atp6*) are induced (Fig. 3a, Supplementary Fig. 5a, Supplementary Data 2). Likewise, Pathway and Gene Ontology (GO) analysis shows ‘Oxidative phosphorylation’ as the most enriched term (Supplementary Data 2). 

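The cytochrome c gene *cycsb* measured 255 CPM at homeostasis and 772 CPM at 3H in effector-like cells, a log2 ratio of 1.60 (1.55 to 1.65). The copper chaperone gene *cox17* had a ratio of 1.302, the complex IV gene *cox7a2a* 1.11 and the ATP synthase gene *atp5g1* 1.09. The complex I gene *ndufab1b* measured 106 CPM and 218 CPM, a ratio of 1.04, and the complex III gene *uqcrfs1* had the same ratio. The lowest ratio was 0.57 for *cox7b*. The median of the 13 nuclear genes, chosen by the study on these libraries, was 0.21 at 1H, 1.04 at 3H (1.00 to 1.07) and 0.56 at 5H. *mt-nd1* and *mt-atp6* have no UMIs at 3H in this course. In the 9 libraries together *cox17* (0.90, adjusted p 0.00808), *cycsb* (0.87, 0.0335), *ndufab1b* (0.69, 0.0188) and *uqcr10* (0.55, 0.0497) were higher at 3H. They are 4 of 12 genes tested, and 10 were called over the list alone. None of the 4 was past 0.05 with the *il10ra-/-* course left out, at 0.251 for *cox17*, 0.324 for *ndufab1b*, 0.351 for *cycsb* and 0.447 for *uqcr10*. Nor was any without the course in the model, with *cox17* at 0.0502.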

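All nuclear genes of the respiratory chain and ATP synthase together had a median log2 ratio of 0.65 at 3H in effector-like cells (0.63 to 0.68), above all random lists. Of the 88 genes 83 were above 0, and their UMIs made up 2.06% of the total at homeostasis and 3.19% at 3H. The median was 0.08 at 1H and 0.47 at 5H. Genes not called at 1H in the *il10ra* courses had a wild-type median of −0.32, so 0.08 lies above a typical gene at 1H. At 3H ribosome biogenesis genes such as *nop16* had a median of 0.83 and proteasome genes one of 0.69. Heat shock genes had a median of 1.48, with the chaperone gene *hsp90aa1.2* at 2.42. For this list edgeR on the 9 libraries called 3 of 88 respiratory genes higher at 3H and 1 lower, and none of them over the list alone. DESeq2 called 5 higher and 1 lower, and 76 of the 88 fitted values were above 0. The edgeR calls were lost with the *il10ra-/-* course left out, where no gene was past 0.05 at 3H.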

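*manf*, which encodes a secreted protein of the endoplasmic reticulum stress response, measured 49.2 CPM at homeostasis and 182 CPM at 3H in effector-like cells. Its log2 ratio was 1.89 (1.77 to 2.01), against 0.53 at 15 min, 0.05 at 1H and 0.60 at 5H. Other chaperone genes of the reticulum were also higher at 3H, with *creld2* at 2.11, *sdf2l1* at 1.78 and *hspa5* at 0.95. *manf* was also higher in the 9-library fit at 3H, at 1.09 (adjusted p 0.015), as were 11 of 28 genes of the reticulum's chaperones and stress response (13 over the list alone, with 3 lower). Without the *il10ra-/-* course (0.258) or without the course in the model (0.0704) *manf* was not past 0.05. The 11 calls were also lost without the *il10ra-/-* course.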

Interestingly, *manf*, a gene required for retina repair and regeneration in fly and mouse^55^ is strongly upregulated at the three-hour time point hinting toward a switch to a repair state of macrophages (Fig. 3a, Supplementary Fig. 5a). In contrast to the earlier time points, very few genes are found specifically upregulated at the 5H time point (Fig. 3a, Supplementary Fig. 5a). *grn2*, a pro-granulin growth factor regulator of the anti-inflammatory macrophage phenotype^56^ is highly upregulated. 

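The progranulin gene *grn2*, which encodes a lysosomal growth factor, measured 187 CPM at homeostasis and 923 CPM at 5H in effector-like cells, a log2 ratio of 2.31 (2.25 to 2.37). Its ratio was 1.14 at 15 min, 1.84 at 1H and 1.99 at 3H. Against the mean of the other 4 libraries *grn2* stood at 0.88 at 5H. *grn1* was highest at 3H, at 2.78. In the same cells the metaphocyte genes *cldnh* and *epcam* stood at 1.76 and 1.86 at 5H, and the pancreatic protease gene *prss59.1* at 2.03. Only 2 genes were at least 2-fold higher at 5H and at no other time point, against 182 at 3H. Over the 9 libraries *grn2* was higher at 1H (1.98, adjusted p 0.0024) and at 3H (1.84, 0.00596). *grn2* was not past 0.05 without the wild-type course (0.0887 and 0.117), nor at either time point without the *il10ra-/-* course.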

Interestingly, in *grn* knock-out mice, muscle injury leads to a persistence of macrophages at the injury site suggesting that *grn* is involved in regulating macrophage dynamics^57^. 

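In the wild-type course the glucocorticoid targets, led by *jdp2b*, had their highest median at 15 min and the oxidative phosphorylation genes, led by *cycsb*, theirs at 3H. The IL-10 targets had their highest median at 1H, 2.03 (1.91 to 2.13), and *il4r.1*, *odc1* and *smox* theirs at the same time point, 1.64. The IL-10 targets already had a median of 1.166 at 15 min, with *socs3b* at 2.04 and *pim1* at 1.08. At 15 min *il4r.1* stood at 0.90, *smox* at 0.54 and *odc1* at −0.04. The paper reasons from the order in which these genes are upregulated between 15 min and 3H. It also uses in situ hybridization of *dusp1*, *il10ra* and *fgl2a* and pathway enrichment. Each time point is 1 library, so in these counts the order of 2 time points rests on 1 pair of libraries.

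**Figure D1:**
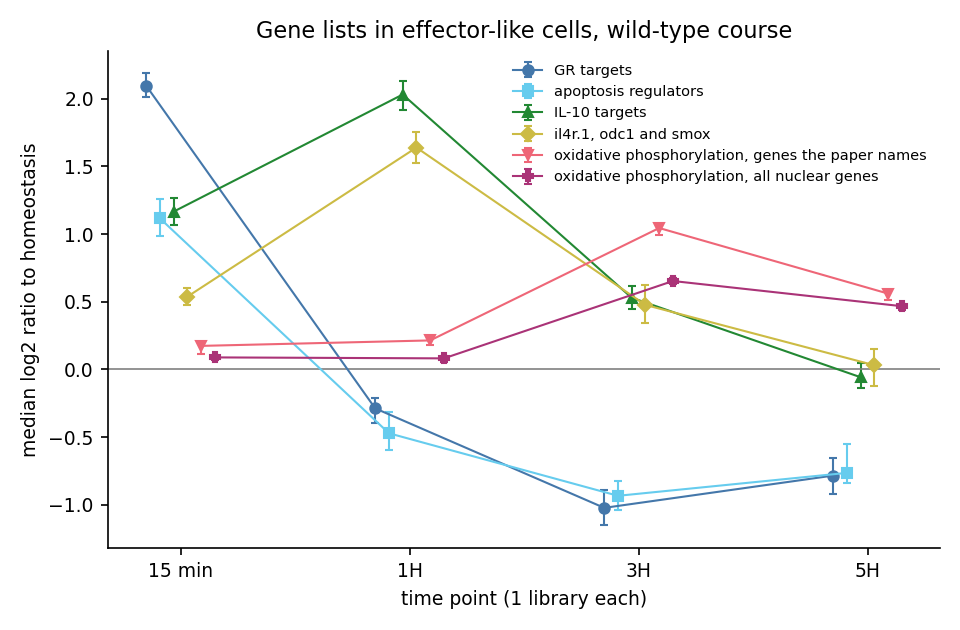
Median log2 ratio to homeostasis in effector-like cells of the wild-type course. Glucocorticoid targets stand at 2.096 at 15 min, apoptosis regulators at 1.12 at 15 min, IL-10 targets at 2.03 at 1H, *il4r.1*, *odc1* and *smox* at 1.64 at 1H, the oxidative phosphorylation genes named in the paper at 1.04 at 3H and all nuclear ones at 0.65 at 3H. Error bars are 95% counting intervals of the median, and lines join the libraries. Ratios use total counts, with which genes not called at 1H in the *il10ra* courses had a median of −0.32 at 1H.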

Altogether, this analysis shows a linear sequence of macrophage anti-inflammatory activation immediately after HC death starting with Glucocorticoid signaling, followed by IL-10 signaling, and lastly a combination of Polyamine and IL-4 signaling, which induces oxidative phosphorylation at the transcriptional level. We report an in vivo sequence of three major anti-inflammatory activation pathways after injury. This suggests that in addition to a transition from a pro-inflammatory M1 to an anti-inflammatory M2 state, the same population of macrophages transitions through different anti-inflammatory states to potentially regulate their dynamics/function.

**Fig. 3:**
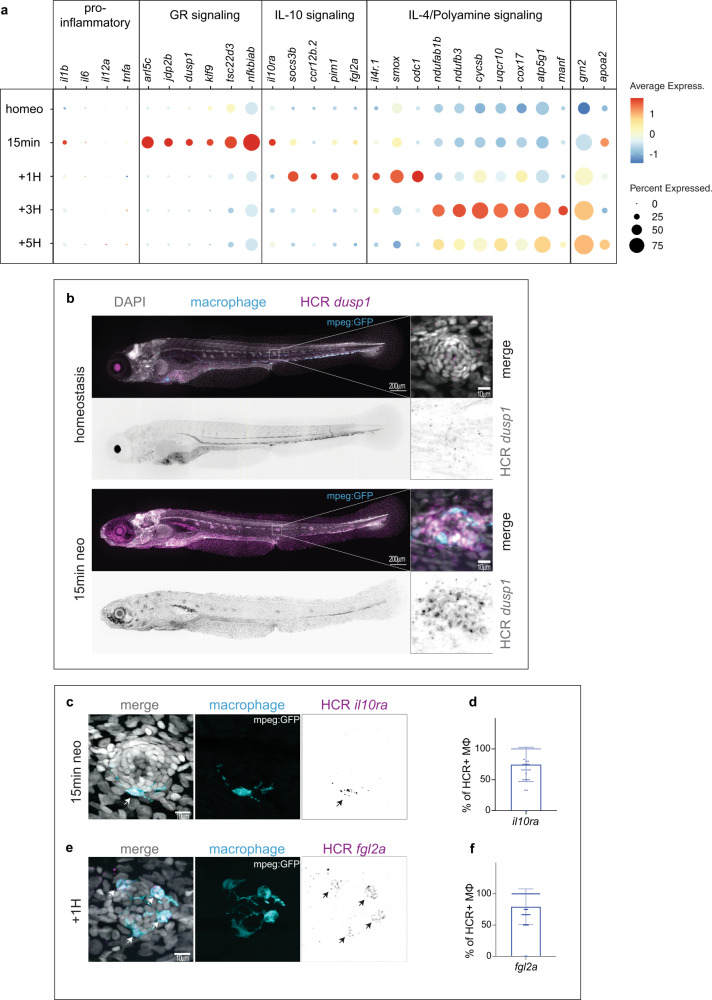
Transcriptional dynamics show an anti-inflammatory activation sequence in effector macrophages. **a** Dot-Plot of selected differentially upregulated genes for each time point of the scRNA-seq time course within the effector population. **b** Representative confocal images (Maximum projection of a 200 μm z-stack) of an HCR-FISH for *dusp1* in a 5dpf larvae (left) and zoom image of a representative neuromast (right) (from 6 whole larvae at 5dpf for homeostasis and 6 whole larvae at 5dpf after 15 min neo treatment. 2 biological replicates). **c, e** Representative confocal images (projection of a 30 μm z-stack) of HCR-FISH within the effector macrophages (arrows) for (**c**) *il10ra*, (**e**) *fgl2a*. **d, f** Quantifications of the percentage of HCR + effector macrophages (MΦ) for (**d**) *il10ra*, (**f**) *fgl2a*. (12 larvae with 3 neuromasts per larva and 3 biological replicates). For all graphs, data are represented as mean ± SD.

### Each anti-inflammatory state is independently activated

The discovery of this linear anti-inflammatory sequence of effector macrophages activation raises the interesting question if epistatic relationships between Glucocorticoid signaling and IL-10 signaling and between IL-10 signaling and IL-4/Polyamine signaling exist.

To address this question, we first inhibited Glucocorticoid signaling during HC death using the GR inhibitor RU486. HRC-FISH for the GR target *dusp1* confirmed that a 10 μM treatment with RU486 was efficient in blocking GR activation (Fig. 4a). HCR-FISH for *il10ra* at the 15 min time point, as well as for the IL-10 signaling target gene *fgl2a* at the 1H time point showed no downregulation of these genes in effector macrophages after RU486 treatment (Fig. 4b–e). This demonstrates that GR activation is not required for IL-10 activation in effector macrophages.

**Fig. 4:**
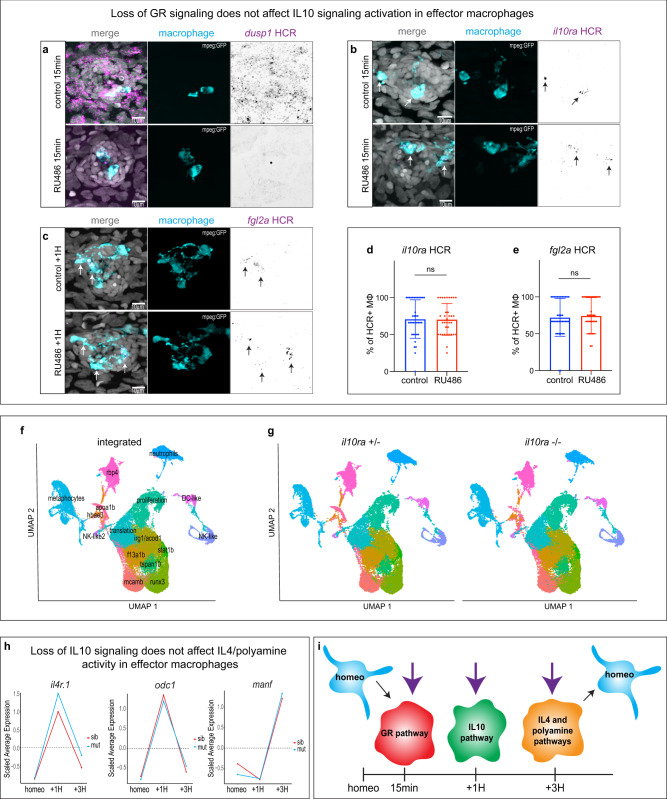
Each anti-inflammatory state is independently activated. **a** Representative confocal images (maximum projection of a 30 μm z-stack) of an HCR-FISH for *dusp1* in a neuromast (10 larvae per condition, 30 neuromasts total and 3 biological replicates). **b, c** Representative confocal images (projection of a 30 μm z-stack) of HCR-FISH within the effector macrophages (arrows) for (b) *il10ra* and (c) f*gl2a* (12 larvae per conditions, 36 neuromasts total and 3 biological replicates) **d, e** Quantifications of the percentage of HCR + effector macrophages (MΦ) for (**d**) *il10ra* and (**e**) *fgl2a* (12 larvae per conditions, 36 neuromasts total and 3 biological replicates). For all graphs, data are represented as mean ± SD. **f** Integrated UMAP of the six datasets for the *il10ra* mutant. Cluster names are labeled on the UMAP. **g** Split UMAP per condition (*il10ra* ±  and *il10ra*-/-). **h** Line plots representing the average expression for each time point between the *il10ra* mutant (cyan) and the sibling (red) from the scRNA-seq integrated dataset. **i** Model of independent activation of the three anti-inflammatory pathways in effector macrophages during the HC regeneration time course. Resting macrophages are represented in cyan. Purple arrows represent the independent induction of each macrophage activation state.

To test for a possible epistatic relationship between IL-10 signaling and the following activation state (Polyamine + IL-4 signaling), we generated an *il10ra* mutant by deleting the promoter region, as well as the first exon using CRISPR/Cas9 (Supplementary Fig. 7a). HCR-FISH for *il10ra* in homozygous mutants confirmed the absence of transcript (Supplementary Fig. 7b-c). We also performed HCR-FISH for the target gene *fgl2a* at the 1H time point and observed a strong downregulation in effector cells in the mutant (64%+/−7% in homozygous vs 21%+/−5% in heterozygous) (Supplementary Fig. 7d, e). 

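The *il10ra* courses comprise 6 libraries, 1 per genotype and time point, from which 59822 cells were kept with at most 50000 UMIs, 500 to 7500 genes and at most 5% mitochondrial UMIs. *il10ra* had 1062, 495 and 446 UMIs in effector-like cells of the *il10ra+/-* libraries at homeostasis, 1H and 3H, and 8, 5 and 8 UMIs in the *il10ra-/-* libraries. The paper's deletion covers the promoter and was made to stop transcription, so a near loss of these UMIs is what it predicts. The tag counts the transcript and does not read the deletion itself. edgeR was run on the effector-like UMI sums of the 6 libraries with genotype and time point in the model and 2 residual degrees of freedom. *il10ra* was lower in *il10ra-/-*, at −6.62 (adjusted p 1.71e-09), as was the neutrophil gene *mpx*, at −1.14 (0.000295). Of 14705 genes 280 were higher and 378 lower in *il10ra-/-*. Without the time point in the model 4 were higher and 28 lower, and over all cells 73 and 197. Heterozygous larvae came from an outcross and homozygous larvae from an incross, so genotype and parentage cannot be separated.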

Next, we performed a scRNA-seq time course after neomycin treatment in homozygous and heterozygous *il10ra* larvae (Supplementary Fig. 8a). Integration of these six datasets (sixty thousand cells) using Seurat and UMAP dimensional reduction shows that the effector clusters (‘irg1/acod1’, ‘mcamb’ and ‘f13a1b’) are conserved in mutant larvae (Fig. 4f-g, Supplementary Fig. 8b-c, Supplementary Data 3). Likewise, quantification of the expression levels and dynamics of *il4r.1*, and *odc1* shows that they are unaffected in the mutants compared to the siblings (Fig. 4h). 

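Effector-like cells made up 32.6% of the *il10ra+/-* cells at homeostasis, 29.0% at 1H and 24.2% at 3H. In *il10ra-/-* they made up 36.3%, 32.6% and 29.9%. The irg1/acod1-like share at 3H was 6.80% in *il10ra+/-* and 10.3% in *il10ra-/-*, and the f13a1b-like share 8.74% and 12.0%. The mcamb-like share at 3H was 8.63% and 7.64%. Cells with liver and pancreas genes such as *apoa1b* and *ela2* made up 14.07% of the *il10ra+/-* library at 3H and 6.73% of the *il10ra-/-* library. Neutrophil-like cells made up 12.1% and 4.57% at homeostasis. Each share comes from 1 library, and larvae within a library were pooled.

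**Figure D2:**
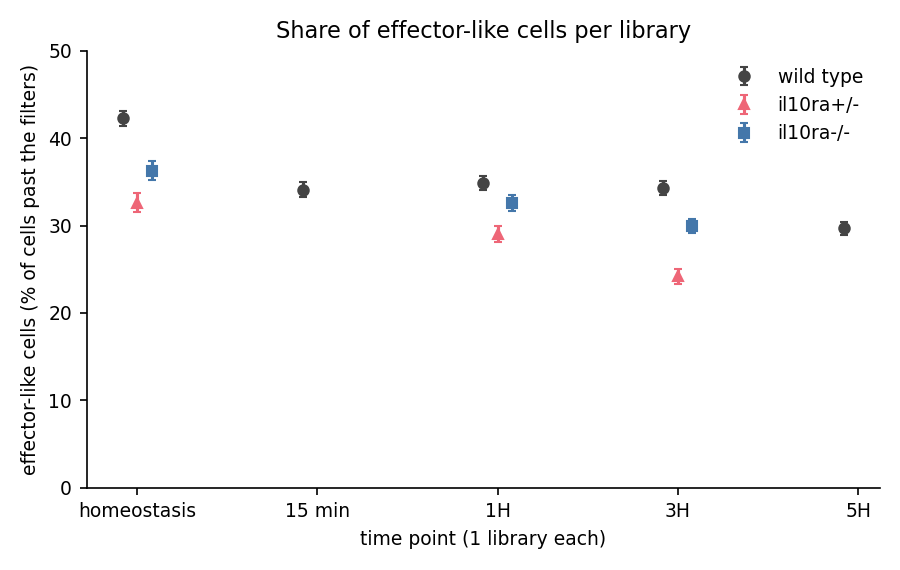
Percent of cells that are effector-like in each of the 11 libraries. The wild-type course runs from 42.3% at homeostasis to 29.7% at 5H, *il10ra+/-* from 32.6% to 24.2% at 3H and *il10ra-/-* from 36.3% to 29.9%. Error bars are 95% Clopper-Pearson intervals of the counts.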

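*il4r.1* measured 19.7 CPM at homeostasis and 28.8 CPM at 1H in *il10ra+/-* effector-like cells, and 22.2 CPM and 32.7 CPM in *il10ra-/-* cells. Its log2 ratio at 1H was 0.55 (0.36 to 0.73) in *il10ra+/-* and 0.56 (0.39 to 0.73) in *il10ra-/-*. These and the other ratios within a course use total counts. The TMM factors fell from 1.05 at homeostasis to 0.93 at 1H in *il10ra+/-*, and from 1.09 to 0.84 in *il10ra-/-*. TMM scaling therefore raises ratios at 1H more in *il10ra-/-*. *odc1* measured 53.3 CPM and 329 CPM in *il10ra+/-*, and 36.6 CPM and 311 CPM in *il10ra-/-*. The ratio of *odc1* at 1H was 0.46 larger in *il10ra-/-* than in *il10ra+/-* (0.32 to 0.60). At 3H the ratio of *odc1* was 0.04 in *il10ra+/-* and 1.08 in *il10ra-/-*. The genotype term of the edgeR fit was 0.20 for *il4r.1* (adjusted p 0.451) and 0.01 for *odc1* (0.991). That term averages the genotypes over the time points, so it does not measure a difference in the rise after neomycin. The difference between the courses was not tested, because each combination of genotype and time point is 1 library.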

The subsequent activation of genes related to oxidative phosphorylation and *manf* 3H after neomycin is also unaffected (Fig. 4h and Supplementary Fig. 9). Thus, the induction of oxidative phosphorylation by IL-4/Polyamine signaling is independent of IL-10 signaling activity. This important result shows that, while a sequential induction of anti-inflammatory pathways underlies macrophage activation during HCs regeneration, its components are independently activated (Fig. 4i). Therefore, activation of a single anti-inflammatory pathway is likely not sufficient to induce proper tissue regeneration and a sequential and independent activation of the three pathways might be required.

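*manf* measured 112 CPM at homeostasis and 148 CPM at 3H in *il10ra+/-* effector-like cells, and 76.2 CPM and 154 CPM in *il10ra-/-* cells. Its log2 ratio was 0.40 in *il10ra+/-* and 1.01 in *il10ra-/-*, a difference of 0.61 (0.50 to 0.73). The nuclear oxidative phosphorylation genes had a median ratio of −0.16 at 3H in *il10ra+/-* (−0.18 to −0.14) and 0.30 in *il10ra-/-* (0.28 to 0.33). Of the mitochondrial genes, *mt-nd1* had a ratio of −0.23 and 0.28, and *mt-atp6* one of −0.08 and 0.34. In the fit of the 6 libraries *manf* was higher at 3H, at 0.72 (adjusted p 0.0155), but not without the genotype in the model (0.0632). *cox17* (0.70, 0.00936) and *ndufab1b* (0.52, 0.0356) were higher at 3H, and over the nuclear genes edgeR called 1 of 87 higher and 6 lower (2 lower over the list alone). At 1H the fit called 18 of 87 higher and 3 lower, and 2 higher and 9 lower with total-count scaling.

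**Figure D3:**
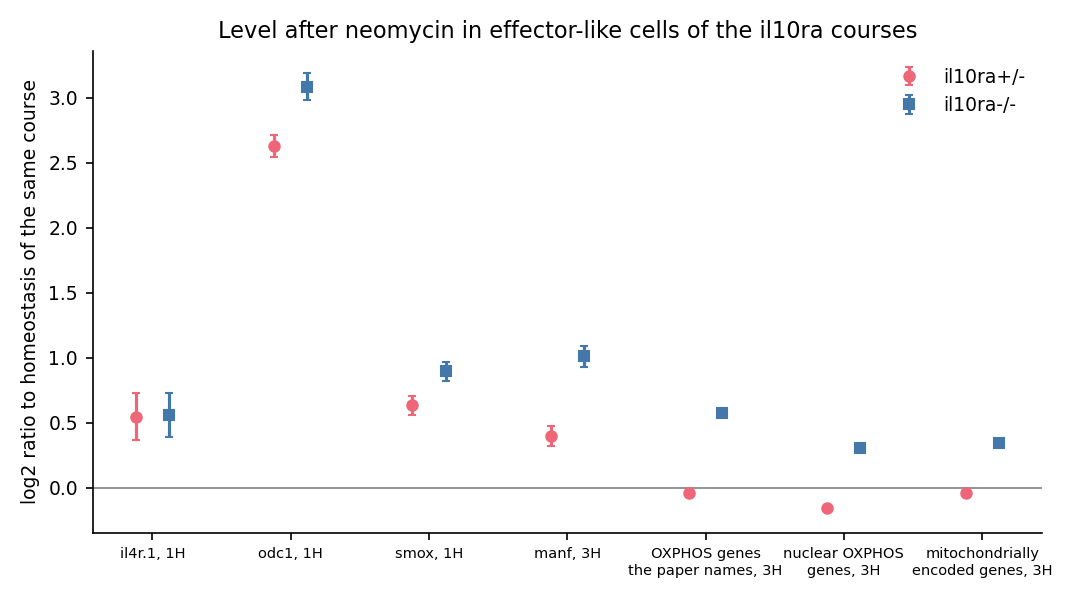
Log2 ratio to homeostasis of the same course in *il10ra+/-* (circles) and *il10ra-/-* (squares) effector-like cells. At 1H *il4r.1* stands at 0.55 and 0.56, and at 3H *manf* at 0.40 and 1.01 and the nuclear oxidative phosphorylation genes at −0.16 and 0.30. Error bars are 95% counting intervals. Ratios use total counts, and TMM scaling raises ratios at 1H more in *il10ra-/-*.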

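Of the IL-10 targets, *socs3b* had a log2 ratio of 0.97 at 1H in *il10ra+/-* effector-like cells and 1.27 in *il10ra-/-* cells. With total counts *fgl2a* had a ratio of 0.76 at 1H in both. It measured 133 and 224 CPM in *il10ra+/-* and 94.3 and 159 CPM in *il10ra-/-*. *pim1* had a ratio of 0.78 in *il10ra+/-* and 0.89 in *il10ra-/-*, and *ccr12b.2* 1.68 and 1.01. The median of the 4 genes was 0.05 larger in *il10ra-/-* at 1H (−0.04 to 0.17) and 0.34 larger at 3H (0.22 to 0.49). With TMM scaling in place of total counts the difference at 1H would be larger. At 3H *fgl2a* stood at −1.44 in *il10ra+/-* and −0.70 in *il10ra-/-*, and *socs3b* at −1.31 and −0.76. The edgeR genotype term had adjusted p of 0.993 for *socs3b*, 0.593 for *fgl2a*, 0.539 for *pim1* and 0.679 for *ccr12b.2*. It averages over the time points and does not measure a difference in the rise at 1H.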

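Over the 6 *il10ra* libraries *socs3b* was higher at 1H, at 1.46 (adjusted p 0.000122), and *odc1* at 3.17 (5.45e-05). *il4r.1* was higher at 0.90 (0.000755) and *smox* at 1.12 (0.000519). The glucocorticoid targets *sgk1* and *fkbp5* were also higher at 1H, at 1.43 and 1.52. Of the 8 glucocorticoid targets 4 were higher at 1H, also over the list alone (4 higher and 3 lower with total counts), and at 3H 5 were lower (6 over the list alone), with *tsc22d3* at −1.38. The genotype term was 0.02 for *smox* (0.972) and −0.15 for *manf* (0.726). Of all genes tested 2330 were higher and 2034 lower at 1H, and 1693 and 1807 at 3H. With total counts in place of TMM the 1H split was 1380 higher and 4798 lower. The paper reasons from the equal course of *il4r.1*, *odc1*, oxidative phosphorylation genes and *manf* in mutants and siblings after the loss of IL-10 signaling. For the glucocorticoid step it uses the receptor inhibitor RU486 with in situ hybridization of *dusp1*, *il10ra* and *fgl2a*, which these libraries do not cover.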

### IL-10 and IL-4 signaling act synergistically to promote HC synapse formation with efferent neurons during neuromast regeneration but not during homeostasis

HCs form synapses with the efferent axons responsible for modulating their response to external stimuli^58–61^. Macrophages are required for promoting/maintaining synapses between HCs and neurons in several models of cochlear HCs lesions^62–64^. To assess the role of IL-10 and/or IL-4 signaling in HC synapses formation/maintenance during HC regeneration, we generated *il10ra* (IL-10 signaling) and *stat6* (downstream effector of IL-4 signaling^65^) double heterozygous mutants. We focused on IL-10 and IL-4 signaling since these pathways are specifically activated in macrophages, while GR activation is systemic, complicating the characterization of its macrophage-specific function in HC regeneration. Incrosses between *il10ra/stat6* double heterozygous mutants allowed us to analyze WT, *il10ra-/-*, *stat6-/-* and *il10ra/stat6-/-* 5dpf larvae during homeostasis, 24H and 48H after neomycin treatment (regeneration). We quantified HC numbers, as well as the ratio of efferent synapses per HC (using an antibody against Vamp2 labelling efferent synapses). We did not observe any differences in HC numbers or numbers of efferent synapses per HC in any of the mutant genotypes during homeostasis (Fig. 5a–c). However, 24H after HC death, we observed a dramatic reduction of efferent synapses per regenerating HC in the double mutant (*il10ra/stat6 -/-*) larvae compared to WT and single homozygous mutants, while the number of HCs was not significantly affected (Fig. 5d–f). The synapse phenotype perpetuates 48H after HC death, even though the number of regenerating hair cells is the same as in sibling larvae (Fig. 5g–i). The phenotype in the double mutant demonstrates that (i) IL-10 and IL-4 pathway are required for HC synapses numbers only during regeneration but not during homeostasis and (ii) that IL-10 and IL-4 act synergistically during HC regeneration to promote formation/maintenance of HC synapses. To test if the synapse phenotype could be due to a defect in macrophage recruitment to the neuromast, we quantified macrophage dynamics during the first five hours after HC death in WT and double (*il10ra/stat6-/-*) mutants. However, this analysis did not identify any changes in macrophage recruitment dynamics (Supplementary Fig. 10a–c). Altogether, these results demonstrate that IL-10 and IL-4 are required for HC/synapse formation/maintenance during regeneration while they are dispensable for regulating the macrophage recruitment dynamics to the neuromasts.

**Fig. 5:**
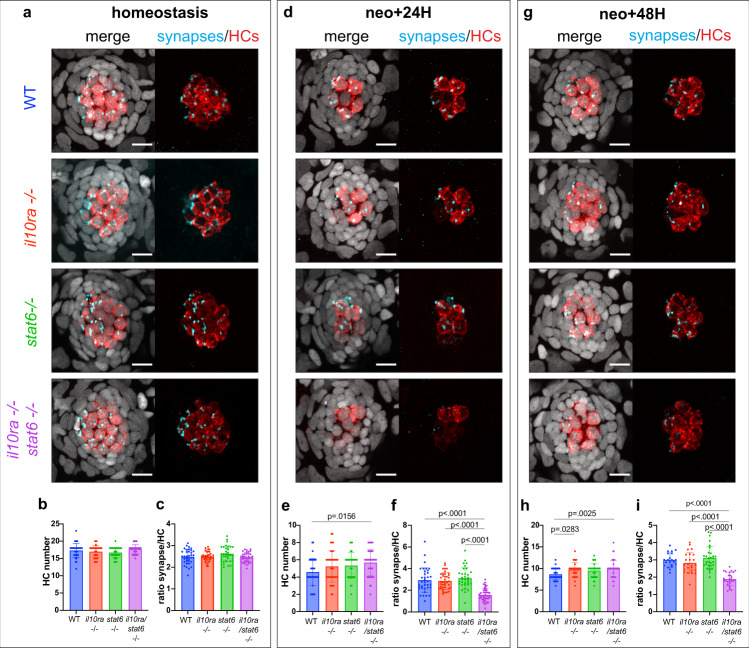
IL-10 and IL-4 signaling act synergistically to promote HC synaptogenesis with efferent neurons during regeneration but not during homeostasis. **a, d, g** Representative confocal images (maximum projection of a 10 μm z-stack) of the HC and efferent synapse regeneration assay. **b, e, h** Quantification of HC numbers during (**b**) homeostasis, (**e**) 24H after HC death and (**h**) 48H after HC death (11–14 larvae per condition, 3 neuromasts per larvae and 4 biological replicates). **c, f, i** Quantification of the number of efferent synapses per HC (ratio) during (**c**) homeostasis, (**f**) 24 h after HC death and (**i**) 48H after HC death (8–14 larvae per condition, 3 neuromasts per larvae and 4 biological replicates). A 2-way ANOVA followed by a Tukey multiple comparison test has been used to determine statistical significance. *P*-values represent a post-hoc test (Tukey) between each condition. For all graphs, data are represented as mean ± SD.

## Discussion

The molecular activation of macrophages regulates their dynamics and activity, and the modulation of their activation can have dramatic effects on tissue repair and regeneration^66^. Here, using a high spatio-temporal resolution analysis of macrophage activation during HC regeneration, we provide evidence that the same population of macrophages is sequentially and independently activated by three major anti-inflammatory pathways.

It is now broadly documented that macrophages adopt a pro-inflammatory activation state immediately after injury^18,27,67–69^. The role of this pro-inflammatory phase is mainly to attract additional macrophages to the injury site if the size of the injury requires it^70^. This first phase must be followed by an anti-inflammatory phase to resolve the inflammation and ensure proper tissue repair. Our analysis shows that in the lateral line, a single population of tissue-resident macrophages resolves HC death-induced inflammation, favouring the phenotypic switch model. Furthermore, our data show a short pro-inflammatory phase and a rapid transition to an anti-inflammatory state marked by the strong and systemic activation of the GR pathway. A possible explanation for this lack of strong pro-inflammatory activation of macrophages after HC death is that the tissue-resident population is sufficient to resolve inflammation and the recruitment of inflammatory macrophages is not required. This hypothesis is supported by our finding that the effector macrophages reside in immediate vicinity of the neuromasts during homeostasis and that after HC loss on average only three macrophages are detected in neuromasts.

The anti-inflammatory role of the GR pathway has been extensively documented^40,71–73^. It can both directly inhibit pro-inflammatory gene transcription by direct binding of the GR receptor to their enhancers/promoters or by tethering the pro-inflammatory activators AP-1 and Nfkb^73^. Therefore, the strong and transient activation of the GR pathway immediately as the first HCs start to die likely turns off the transcription of pro-inflammatory cytokines.

The short phase of GR activation is immediately followed by IL-10 signaling activation and a subsequent transition to a IL-4/Polyamine activation state that induces oxidative phosphorylation. A recent study in mouse Bone Marrow-Derived Macrophages (BMDM) showed that part of the IL-10 anti-inflammatory function is to inhibit glycolysis while promoting oxidative phosphorylation after treatment with LPS, which mimics a bacterial infection^74^. Our *il10ra* mutant analysis demonstrates that lack of IL-10 signaling after HC death does not affect the induction of oxidative phosphorylation. Co-stimulation of mouse BMDM with LPS and IL-10 also leads to the upregulation of the IL-4 receptor^75^, whereas the loss of IL-10 signaling, via the knock-out of *il10ra*, in zebrafish does not affect the induction of *il4r.1*. These discrepancies suggest that IL-10 and IL-4 signaling are differently regulated in response to bacterial infection versus tissue injury or reflect interspecies differences.

The IL-4/OXPHOS state is characteristic for wound healing macrophages and responsible for the last step of inflammation resolution^2,76–78^. In addition, the induction of the pro-repair gene *manf*, which is required for retina regeneration^55^, suggests that at the 3H time point macrophages transition to a wound-healing state. Altogether, our in vivo data demonstrate the sequential and independent transition of effector macrophages through three major anti-inflammatory states.

Macrophages have been shown to be required for hair cell synaptogenesis in mice^62–64^ but the signals responsible for this function remain unknown. We demonstrate that the combined loss of *il10ra* and *stat6* affect hair cell synaptogenesis after zebrafish hair cell injury but not during development. Interestingly, loss of *manf* induces a hair cell synaptogenesis phenotype in the mouse cochlea but only in the C57BL/6 J background known to have early onset hearing loss^79^. This suggests a multifactorial cause for the synaptogenesis defects and begs the question of the IL-10 signaling activity in C57BL/6 J mice.

An outstanding question remains: is the identified sequence of anti-inflammatory states that we unveiled specific to HC death or is it conserved in different organs, injury types and species? Our study is, to our knowledge, the first high spatio-temporal resolution analysis of macrophage activation after injury of a regenerating organ. Most studies focus on later time points of macrophage activation soon after injury, making it impossible to perform quantitative comparisons. Nonetheless, data from different injury paradigms, organs and species suggest that our discovery is conserved across multiple species and organs. For example, it has recently been shown that an acute heart injury in the adult zebrafish triggers glucocorticoid pathway activation in distant organs^80^. Moreover, both IL-10 and IL-4 signaling are activated in response to a muscle injury in mouse macrophages^81^. Interestingly, a recent study comparing the transcriptome of regenerating African spiny mouse (*Acomys*) versus non-regenerating *Mus Musculus* in a model of spinal cord injury highlights the activation of IL-10 and IL-4 signaling during regeneration^82^. While the major pathways (GR, IL-10, and IL-4) might be conserved, the downstream targets might be specific to different tissues. For instance, a recent study shows that macrophages provide NAMPT to the muscle stem cells after injury in zebrafish to promote tissue regeneration^24^. This might be specific to muscle injuries since the stem cells express the NAMPT receptor CCR5 but not all tissue stem cells do. Likewise, neurotrophic factors such as *manf* that we find upregulated after HC death, and which is also required for retina regeneration^55^ are likely involved in sensory cell regeneration to maintain their neuronal connectivity. Thus, we believe our study should be placed in context of sterile sensory cell regeneration and will be a starting point for quantitative comparative studies manipulating one parameter at a time. Such studies that characterize not only the activation sequence of macrophages but also the downstream targets specific to different tissues, cell death types and sterility status will be invaluable to design tailored regenerative immunotherapies.

## Methods

### Zebrafish lines and husbandry

This study was conducted in accordance with the Guide of the Care and Use of Laboratory Animals of the National Institute of Health and protocols were approved by the Institutional Animal Care and Use Committees of the Stowers Institute for Medical Research (Sensory lateral line development and hair cell regeneration in zebrafish, TP Protocol: # 2017-0176). Adult fish are maintained with a photoperiod of 14 h light and 10 h dark. Fish are fed daily twice a day with live feed (artemia) plus a dry pellet feed (Ziegler).

The following zebrafish transgenic lines were used (Table 1):

**Table 1:** Transgenic lines used in this study

Transgenic line name	Tissue labeled	reference
*Tg*(*mpeg1.1:*EGFP)^gl22^, abbreviated as *mpeg*:GFP	Immune cells	Ellet et al.^37^
*Tg*(*she*:lckmScarletI)^psi70Tg^	neuromast	This paper. Similar to^84^
*Tg*(*she*:H2BmTurquoise2)^psi72Tg^	neuromast	This paper
*Tg*(*Myo6b*:lck-mScarlet-I)^psi67Tg^	Hair cells	Peloggia et al.^84^
*Tg*(−5.6*irg1*:lck-mScarletI/*acry*:mScarletI) ^psi73Tg^ referred as *irg1*:lck-mScarletI	Macrophages expressing *irg1/acod1*	This paper. Similar to^89^
*Tg*(−9*stat1b*:lck-mScarletI/*acry*:mScarletI) ^psi75Tg^ referred as *stat1b*:lck-mScarletI	Reporter for Interferon signaling activation	This paper
*Tg*(*she*:gap43-GFP)) ^psi74Tg^	neuromast	This paper
*Tg*(*mpeg1.1*:dendra2)^uwm12^ referred as *mpeg*:dendra2	Immune cells	Harvie et al.^90^
*il10ra* ^psi71^	CRISPR KO for *il10ra*	This paper
*stat6 delta 10/+ (xt56)*	CRISPR KO for *stat6*	Cronan et al.^65^

All transgenic lines were generated using the tol2 system^83^.

For the *Tg*(*she*:lckmScarletI)^psi70Tg^, *Tg*(*she*:H2BmTurquoise2)^psi72Tg^ and *Tg*(*she*:gap43-GFP) ^psi74Tg^: p5E-she^84^ was combined with either pME-lckmScarletI or pME-H2BmTurquoise2 or pME-GAP43-GFP, with p3E-PA and pDEST-Tol2pA2 following the tol2Kit protocol^85^.

For the *Tg*(−5.6*irg1*:lck-mScarletI/*acry*:mScarletI)^psi73Tg^: 5.6 kb directly upstream of the ATG of *irg1/acod1* were PCR amplified from genomic DNA using the following primers: Fwd 5-TCTGGTGGTAGAACGTGAGAGT-3 and Rev 3- TGTGCGAGCTCTGAATCTTGA-5. The PCR product was inserted into a vector containing Tol2 recombination sites as well as a cassette allowing for the expression of mScarletI in the fish eyes using the alpha-crystalline promoter (eye marker) using Gibson cloning. The full map will be made available upon request. 2 nl of a mix of DNA (15 ng/uL) and tol2 transposase mRNA (40 ng/uL) were injected in one cell stage of AB/TU mixed background embryos. Founders were screened by visible mScarletI expression in the F1 larvae eyes thanks to the eye marker cassette. Experiments have been performed on F2 stable generations.

For the *Tg*(−9*stat1b*:lck-mScarletI/*acry*:mScarletI) ^psi75Tg^: 9.4 kb directly upstream of the ATG of *stat1b* were PCR amplified from genomic DNA using the following primers: Fwd 5- CAGCATATGTCAAGTGTTCGCA-3 and Rev 3- GCAACCCGTTATGCAACCCT-5. The PCR product was inserted into a vector containing Tol2 recombination sites as well as a cassette allowing for the expression of mScarletI in the fish eyes using the alpha-crystalline promoter (eye marker) using Gibson cloning. Full map will be made available upon request. 2 nl of a mix of DNA (15 ng/uL) and tol2 transposase mRNA (40 ng/uL) were injected in one cell stage of AB/TU mixed background embryos. Founders were screened by visible mScarletI expression in the F1 larvae eyes thanks to the eye marker cassette. All experiments were performed with F2 stable generations.

The *il10ra* ^psi71^ mutant was generated using CRISPR/Cas9. sgRNAs were selected using CRISPRscan^86^ to delete a 2 kb region from the putative promoter to the second exon in order to prevent transcription. sgRNA1: 5-GTGTTTTGGTCGGGTGTGGT-3; sgRNA2: 5-GGTACGGGGGCTTCATTGGG-3. Genotyping primers to assess for the deletion are: Fwd: 5-TGCATAACAGCTCAGCCATCTTCTC-3; Rv: 5- CATGTCACATTCTTCCACAATGTTCC-3. sgRNA were purchased from IDT. 2 nl of a RNP mix of Cas9 protein (PNA Bio #CP01, 200 ng/uL) with 2 sgRNA (60 uM each) were injected in one cell stage of AB/TU mixed background embryos. Founders were selected by PCR genotyping. Deletion results in a 250 bp band on a 1.5% agarose gel. Experiments were performed with F2 stable generations. For experiments, homozygous were incrossed (homozygous) and compared to outcross with WT ABs (heterozygous).

### Validation of *Tg*(−5.6*irg1*:lck-mScarletI/*acry*:mScarletI) ^psi73Tg^ as a reporter for bacterial infection

Anesthetized (MS-222, up to 150 mg/L) *Tg*(−5.6*irg1*:lck-mScarletI/*acry*:mScarletI) ^psi73Tg^/mpeg1:GFP 4 dpf larvae were injected with either 5nL of 1 mg/mL LPS (Sigma #L2880) or PBS in the heart to mimic a bacterial infection and immediately reincubated overnight in fresh E2 medium at 28 C. Larvae were consequently fixed in 4%PFA at 5dpf overnight at 4 C. Larvae were washed 3 times in PBSTween 0.1% in incubated in DAPI (ThermoFisher #D1306; 1/2000 dilution) for 30 min followed by 3 10 min washes in PBSTween 0.1%. The trunk of each larva was imaged on a Nikon confocal spinning disk with a 20×0.95NA water immersion objective with a 2um z-step. Macrophages (mScarletI + , GFP + and both) were quantified in 3D using IMARIS 9.6.

### Validation of *Tg*(−9*stat1b*:lck-mScarletI/*acry*:mScarletI) ^psi73Tg^ as a reporter for response to Interferon

Assay was performed as described in^35^. Briefly, 1 cell stage *Tg*(−9*stat1b*:lck-mScarletI/*acry*:mScarletI) ^psi73Tg^ were injected with 50 pg of a vector coding for *InfPhi1* (PCS2- *InfPhi1* kind gift from Nels Elde) or non-injected control. Embryos were raised to 5 dpf and scored for broad expression of mScarletI or lack thereof visually under a fluorescent binocular.

### Sensory hair cell ablation

To ablate hair cells, 5dpf embryos were treated with 300 μM neomycin (Sigma-Aldrich #N6386, St Louis, MO, USA) for 30 min at 28 °C or for a 15 min pulse. Following, embryos were washed with 0.5x E2 medium (7.5 mM NaCl, 0.25 mM KCl, 0.5 mM MgSO4, 75 mM KH2PO4, 25 mM Na2HPO4, 0.5 mM CaCl2, 0.5 mg/L NaHCO3, pH = 7.4) and incubated at 28 °C until further experimental needed for further experiments.

### Embryo dissociation and FACS

600 GFP-positive 5dpf larvae were anesthetized with tricaine for ∼1 min until they stopped moving (1:20 dilution of 4 g/L tricaine in 0.5x E2 medium). To dissociate the larvae, we placed them into 2 wells (300 larvae each) containing strainers (BD Falcon Cell Strainer (BD Biosciences #352350, San Jose, USA), quickly rinsed the larvae in ice-cold DPBS and added 4.5 ml cold 0.25% trypsin-EDTA (Thermo Fisher Scientific #25200056, Waltham, USA) supplemented with 1uM ActinomycinD (Sigma A1410). The larvae (300 each) were then transferred to one 5 ml polypropylene conical tube (placed on ice) with a disposable transfer pipet. The larvae were dissociated by trituration with a Pasteur pipette hooked to a pipetboy until all GFP + cells were dissociated (~7 min) on ice. Cells in suspensions were first separated from the larval bodies by filtering the suspension through a Filcons 70 μm cell strainer (BD Biosciences #340634, San Jose, CA, USA) into a 5 ml polypropylene round-bottom tube. Subsequently, the cells were centrifuged at 2000 rpm (720 x *g*) for 5 min at 4 °C. To wash off the trypsin-EDTA, we removed it, added ice-cold DPBS with 1uM ActinomycinD and centrifuged the cells at 2000 rpm (720 x *g*) for 5 min at 4 °C. Resuspended cells in fresh ice-cold DPBS with 1uM ActinomycinD were filtered through a Filcons 70 μm cell strainer into a falcon round bottom 5 ml tube (Falcon-Corning #352063, Glendale, AZ, USA) and immediately FACSorted. Samples were sorted on a BD Influx with a 100 μm tip at 20 psi with 1X PBS, directly into chilled 90% MetOH (Sigma #34860). Prior to sorting, samples were stained with 25 uM DRAQ5 (Thermo Fisher #65-0880-92) for 5 min on ice. DRAQ5 is excited by a 647 nm laser at 100 mW with detection at 720/40 nm. GFP is excited by a 488 nm laser at 100 mW with detection at 528/28 nm. Single color controls were analyzed to confirm spectral compensation is unnecessary; the GFP + gate was set using a non-expressing sample stained with DRAQ5 as an FMO (fluorescence minus one) control.

### 10X Chromium scRNA-seq library construction

Methanol fixed cells were rehydrated with rehydration buffer (1% BSA (Sigma #A1595) and 0.5 U/μl RNase-inhibitor (Sigma #03335402001) in ice-cold DPBS (Sigma #D8537). Approximately 20.000 cells were loaded into the Chromium Single Cell Controller (10x Genomics). For library preparation, Chromium Next GEM Single Cell 3’ GEM, Library Gel Bead Kit v3.1 was used. The sample concentration was measured on a Bioanalyzer (Agilent) and sequenced with Novaseq6000 Kit v3 with read length of 28 bp Read 1, 8 bp i7 index and 91 bp Read 2 (150 cycles) (Illumina).

### scRNA-seq read alignment and quantification

Raw reads were demultiplexed and aligned to version 10 of the zebrafish reference transcriptome (danRer10, Ensembl release 91) following the 10X Genomics’ CellRanger (v2.1.1) pipeline for the macrophage time course dataset. Prior to the downstream QC filtering we obtained the following cell numbers: 20,676 (homeostasis), 17,187 (15 min), 29,846 (1 h), 20,540 (3 h), and 26,413 (5 h) using CellRanger’s cell-association algorithm. To normalize the cell numbers across the time course, we randomly subsampled 14,000 cells from each time point. Post-filtering, the number of cells per sample were 13,937 (homeostasis), 13,908 (15 min), 13,921 (1 h), 13,886 (3 h), and 13,921 (5 h). The mean number of genes per cell per sample were 1,475 (homeostasis), 1,306 (15 min), 1,174 (1 h), 1,558 (3 h) and 1,488 (5 h).

For the *il10ra* heterozygous (also referred to as sibling) versus homozygous (also referred to as mutant) scRNA-seq dataset, raw reads were demultiplexed and aligned to version 11 of the zebrafish reference transcriptome (danRer11, Ensembl release 102) following 10X Genomics’ CellRanger (v6.0.1). Prior to QC filtering, we obtained the following cell numbers for the heterozygous (sibling) samples: 14,159 (homeostasis), 12,720 (1 h), and 13,793 (3 h) using CellRanger’s cell-association algorithm. We obtained the following cell numbers for the homozygous (mutant) samples: 12,004 (homeostasis), 14,183 (1 h), and 19,546 (3 h) using CellRanger’s cell-association algorithm. Post-filtering, the number of cells per sibling sample were 7,201 (homeostasis), 9,517 (1 h), 10,705 (3 h) and 7,895 (homeostasis), 10,806 (1 hr), and 13,693 (3 hr) for the mutant samples. The mean number of genes per cell per sibling samples were 2,073 (homeostasis), 1,347 (1 h), and 1,560 (3 h). The mean number of genes per cells per mutant samples were 1,825 (homeostasis), 1,248 (1 h), and 1,628 (3 h). All raw data for the macrophage time course and *il10ra* sibling versus mutant samples including sorted BAM files and count matrices produced by CellRanger has been deposited in Gene Expression Omnibus (GEO) database, (#GSE209884).

### Pre-processing, quality filtering and batch integration

To distinguish zebrafish repeated gene symbols with unique Ensembl IDs, we modified the count matrices outputted from the CellRanger pipeline using a custom R (version 3.6.3) script (10.5281/zenodo.6871552). Each repeated gene symbol is annotated with an asterisk followed by an incrementing number. Since the macrophage time course and *il10ra* samples were aligned to different reference transcriptomes (Ensembl release 91 versus Ensembl release 102, respectively), we provide both gene symbol conversions in the supplemental gene lists to account for any differences between the two versions (Supplementary Data 1 and 3). For the macrophage time course dataset, low-quality cells or cells containing doublets with reads greater than 20,000, reads less than 600 and mitochondrial contamination greater than 5% for each sample were filtered from the subsequent analysis. Genes present in less than 10% of the cells were also removed from the dataset.

For the *il10ra* samples, low-quality cells or cells containing doublets with reads greater than 50,000, genes per cell less than 500, genes per cell greater than 7,500 and mitochondrial contamination greater than 5% from each sample were filtered from the subsequent analysis. Genes present in less than 10% of the cells were also removed from the dataset.

Both datasets were integrated following the standard integration pipeline outlined by the R package Seurat (v3.2.0, (Butler et al., 2018)). Here, individual temporal samples were normalized independently using default parameters via Seurat::NormalizeData. The log-normalized expression values are then z-scored on the integrated object via Seurat::ScaleData using default parameters after finding anchoring cells between samples.

### Dimensional reduction, and cell classification

Choosing an optimal number of principal components (PCs) for dimensional reduction was determined by scree plot using Seurat::ElbowPlot. We selected PCs showing the greatest variance explained until each subsequent PC showed little to no change. For the macrophage time course, we specified 50 total number of PCs to compute and selected the first 49 PCs based on the scree plot to build a shared nearest neighbor (SNN) graph using Seurat::RunPCA and Seurat::FindNeighbors, respectively. Seurat::FindClusters was used with a resolution of 0.8, resulting in 31 clusters. To visualize cells in two-dimensional latent space, we used UMAP dimensional reduction technique via Seurat::RunUMAP using the first 49 PCs aforementioned.

For the *il10ra* dataset, we specified 50 total number of PCs to compute and selected the first 28 PCs based on the scree plot to build a shared nearest neighbor (SNN) graph using Seurat::RunPCA and Seurat::FindNeighbors, respectively. Seurat::FindClusters was used with a resolution of 0.8, resulting in 30 clusters. To visualize cells in two-dimensional latent space, we used UMAP dimensional reduction technique via Seurat::RunUMAP using the first 28 PCs aforementioned.

Classification of cell clusters for the macrophage time course and *il10ra* sibling versus mutant dataset were annotated by calculating differential marker expression via Seurat::FindAllMarkers using default parameters.

### DE analysis or primary analysis

To distinguish differentially expressed cluster marker genes for both the macrophage time course and the *il10ra* dataset, we used Seurat::FindMarkers to compare cells in one query time point against all other cells (Supplementary Data 1 and 3). For all differentially expressed gene tables, we defined our statistical test using Wilcoxon Rank-test. Only genes with a p-value less than 0.05 were retained. Venn diagrams for Supplementary Data 2 were generated using Manteia^87^.

### HCR-FISH

Hybridization chain reaction (HCR) was performed according to manufacturer’s instructions for *il10ra*-B2 (4pmol), *fgl2a*-B2 (2pmol), *irg1*-B2 (2pmol), *mcamb*-B2 (2pmol), *f13a1b*-B2 (2pmol), *tspan10*-B2 (2pmol), *runx3*-B2 (2pmol), *eomesa*-B2 (2pmol), *hepacam2*-B2 (2pmol), *dusp1*-B2 (2pmol) and mScarletI-B4 (2pmol)^39^ (Molecular Instruments) except that probes were incubated for 48 h and amplifiers incubated for 48 h. The amplifiers used were B2-546 and B2-647 (Molecular Instruments). HCR fish were subsequently stained with DAPI (5ug/mL) for 30 min at room temperature (RT) in the dark and washed three times with 5x SSCT before imaging. Quantification was made by visually assessing colocalization between the GFP signal from the *mpeg:GFP* macrophages and the saturated HCR signal using FIJI^88^ manually in the 3D z-Stack. No threshold parameters were used, and HCR signal was scored as either present or absent within the GFP signal in 3D.

### Time-lapse and confocal imaging

Images were acquired using a Nikon Ti Eclipse with Yokogawa CSU-W1 spinning disk head equipped with a Hamamatsu Flash 4.0 sCMOS. Objective lenses used were a Nikon Plan Apo 40 × 1.15 NA LWD (water) and a Nikon Plan Apo 20 × 0.75 NA.

For live imaging experiments, larvae were immobilized with tricaine (MS-222) up to 150 mg/L and mounted in glass bottom dishes (MatTek) with 0.8% low melting point agarose dissolved in 0.5x E2 with tricaine (100 mg/L). Time lapse recordings were started 10-min after addition of neomycin (300μM) on top of the agarose. Temperature was kept constant at 28.5 °C using a Stage Top Chamber (OkoLab).

A Nikon LUNV solid state laser launch was used for lasers 405, 445, 488, 561, and 647 nm. Emission filters used on the Nikon were 480/30, 535/30, 605/70.

All image acquisition was performed using Nikon Elements AR 4.6 (Nikon) software.

### Macrophage recruitment assay

5dpf larvae expressing *mpeg:GFP* or *irg1*:*lck-mScarletI* or *stat1b*:*lck-mScarletI* and *she*:*lckmScarletI* or *she*:*GAP43-GFP* were treated with 300μM of neomycin for 30 min and fixed in 4% PFA after 1 h, 3 h, 5 h and 7 h after. Larvae were subsequently imaged using spinning disk confocal microscopy. Quantifications of macrophages inside the neuromast was performed in 3D in Imaris 9.0. Each experiment has been performed 3 times independently.

### *il10ra/stat6* double mutant assays

Double heterozygous larvae for *il10ra* and *stat6* were incrossed to analyze WT, single homozygous *il10ra*, single homozygous *stat6* and double homozygous *il10ra/stat6* larvae.

Macrophage recruitment assay: 48 larvae at 5 dpf were analyzed for each condition (homeo, neo+1 h, neo+3 h, neo+5 h) were fixed in 4%PFA O/N at 4 C, washed 3 times in PBS. The head was used for PCR genotyping while the trunk was kept for imaging. Larvae were genotyped by PCR + electrophoresis for *il10ra* using a mix of 3 primers to identify homozygous vs heterozygous or WT using the following primers: Fwd deletion: 5-TGCATAACAGCTCAGCCATCTTCTC-3; Rv: 5- CATGTCACATTCTTCCACAATGTTCC-3; Fwd-hets: 5-GAATCGACGGAGCTAGTAAGAGC-3. Homozygosity results in a 250 bp band, heterozygosity in a 327 bp and a 250 bp band. WT in a 327 bp band. Larvae were genotyped by PCR + sanger sequencing to identify the 10 bp deletion using the following primers: Fwd 5-ACAACTTGTGAGGACAGTTCGG-3; Rev 5- GGAACTGAATTGGGAGAAAGAGACG-3 resulting in a 360 bp fragment.

HC/synapse regeneration assay: 48 larvae at 5 dpf were analyzed for each condition (homeo, neo+24 h, neo+48 h) were fixed in 4%PFA O/N at 4 C and washed 3 times in PBS. The head was used for PCR genotyping, as described above, while the trunk was kept for immunofluorescence. The efferent synapses were labeled with Vamp2 and tested for interactions with a HC labeled with Otoferlin using Imaris version 9.6 in 3D. All genotyping were performed using GoTaq (Promega #M512B; following manufacturer protocol) using the following program: 95 C for 5 min then 30 cycles of 95 C for 30 s, 59 C for 30 s and 72 C for 1 min followed by a final extension step at 72 C for 2 min.

### Whole-mount immunofluorescence

Larvae were fixed in 4%PFA O/N at 4 C, washed 3 times in PBS, blocked for 2 h in 5% GS/PBSTritonX1%, incubated O/N at RT in primary antibody solution (2%GS/PBSTritonX1%). The following day, larvae were washed 4 times for 1 h in PBSTween0.1%, incubated in secondary antibody solution (PBSTritonX1%) for either 2 h at RT or O/N at 4 C. Primary antibodies: HCS-1 (otoferlin from Hybridoma Banks) 1/500 dilution; VAMP2 (Genetex, #GTX132130) 1/500 dilution. Secondary antibodies: anti-mouse_Alexa546 1/1000; anti-rabbit_Alexa488 1/1000 and DAPI 1/2000.

### Macrophage photoconversion

A circular region of interest was drawn on top of the neuromast 1H after neomycin to only photoconvert effector macrophages. Photoconversion was performed using the FRAP module of the Nikon spinning disk confocal. We used a 405 laser at 3% and a dwell time of 300 μs. Stimulation was repeated twice to achieve a good photoconversion. The photoconversion is expected to occur in 30–40% of the protein. The rest will be photoactivated (increased green fluorescence) and will eventually bleach. Then each photoconverted neuromast was imaged with the 445, 488, and 561 nm lasers with a z-stack constant of 50 μm from the middle of the neuromast and a zStep of 1 μm (51 slices) with a 40xLWD 3 h and 5 h after neomycin. Quantification was performed in Imaris 9.0.

### Macrophage distance and velocity quantifications

Distances and velocities were extracted from time-lapse recordings of *mpeg*:*GFP* and *she*:*lck-mScarletI* 5dpf larvae. The center of the neuromast as well as individual macrophages were tracked over time using Imaris 9.0. Both values were exported form the statistics module of Imaris. Graphs were made using GraphPad Prism 8 (version 8.4.3).

### Drug treatment for GR inhibition

5dpf *mpeg:GFP* larvae were pre-treated with 10 μM RU486 (Sigma M8046) in 0.01%EtOH/0.5xE2 or 0.01%EtOH/0.5xE2 (control) for four hours prior to neomycin treatment. Larvae were kept in RU486 during and after neomycin treatment until fixation in 4%PFA at 4 C.

### GO and pathway analysis

Gene ontology (GO) and pathway enrichment analysis was performed using Metascape^42^.

### Statistical analysis

All statistical tests were performed using GraphPad Prism 8 (version 8.4.3) as indicated in the figure legends. When comparing data from more than two groups, statistical significance was calculated using one-way ANOVA with Tukey’s post hoc test. Data from two groups were compared using two-tailed unpaired t-test. *p-value*s smaller than 0.05 were considered to be statistically significant. Plots were made in GraphPad Prism 8.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Reporting Summary

## Data Availability

Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/libpb-1663. In addition, Source data for each graph is provided with this paper as a Source Data File. Raw and processed scRNAseq data generated in this study have been deposited in the Gene Expression Omnibus database (GEO #GSE209884) Source data are provided with this paper.

## Source data

Source Data

## Code availability

Code for the SeuratExtensions used to process/analyze scRNAseq data can be found: 10.5281/zenodo.6871552.

# Supplementary material for: An anti-inflammatory activation sequence governs macrophage transcriptional dynamics during tissue injury in zebrafish
**Source:** Nat Commun. 2022 Sep 20;13:5356. doi: 10.1038/s41467-022-33015-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

An anti-inflammatory activation sequence governs macrophage transcriptional dynamics during tissue injury in zebrafish

Nicolas Denans^{1*}, Nhung T. T. Tran¹, Madeleine E. Swall¹, Daniel C. Diaz^{1,2}, Jillian Blanck¹ and Tatjana Piotrowski^{1*}

This PDF file includes:

Supplementary Figures 1 to 10

Other Supplementary Information:

Supplementary Movies 1 to 5

Supplementary Data 1 to 3

Supplementary Figure 1

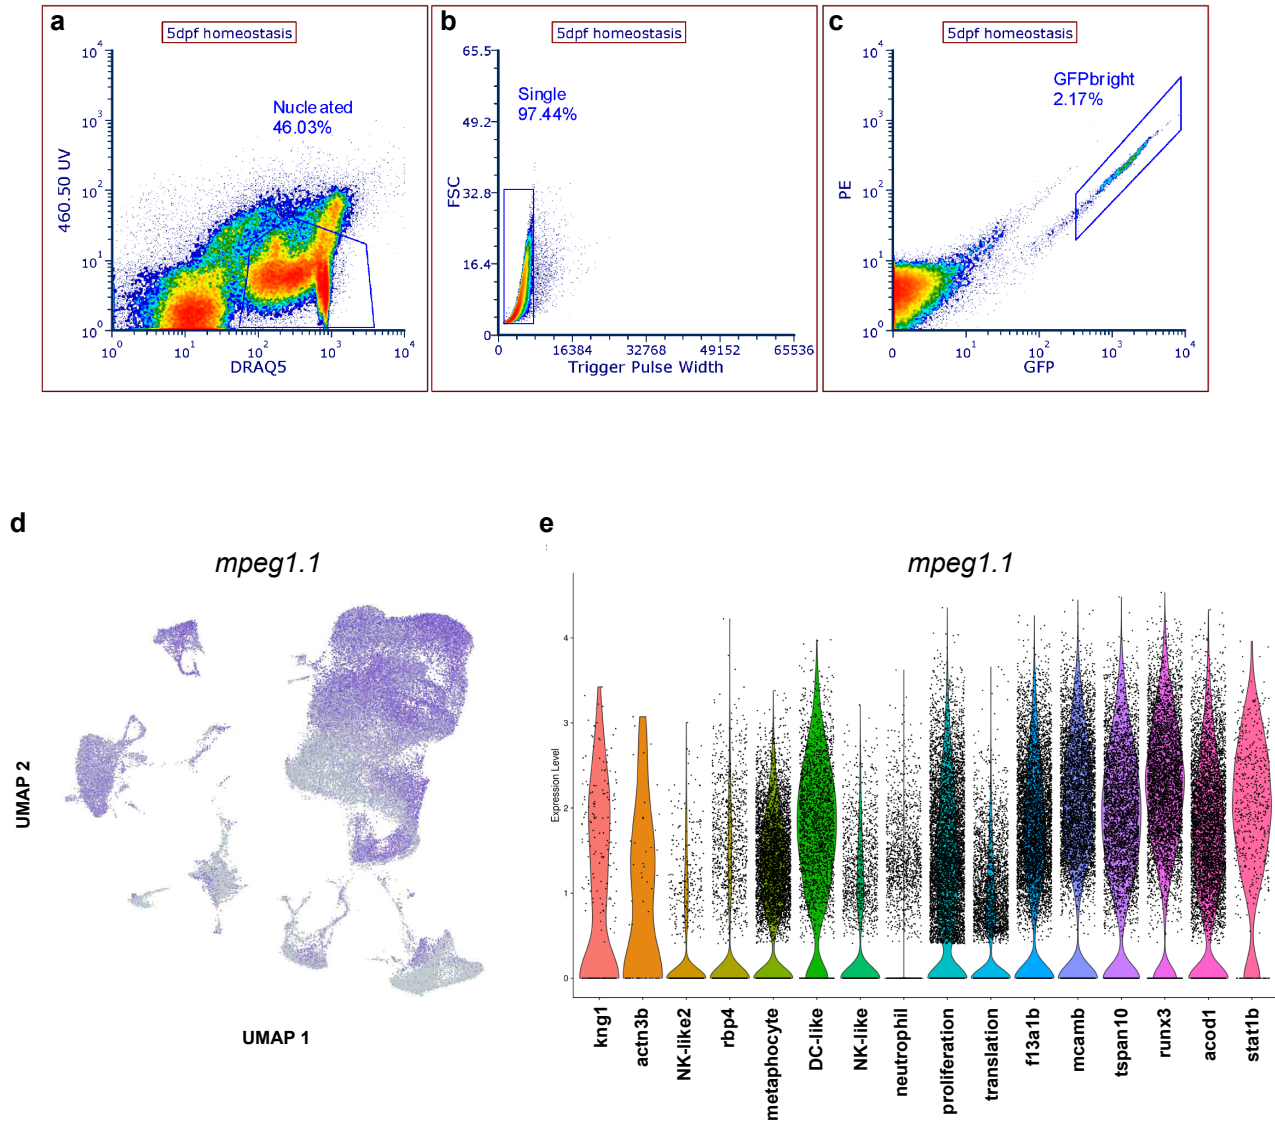

Supplementary Figure 1. *Tg(mpeg1:GFP)* labels several immune cell types and is not macrophage specific.

(a-c) FACS profile of GFP+ cells collected for scRNA-seq. **(d)** Feature plot for *mpeg1.1*. **(e)** Violin plot for *mpeg1.1*.

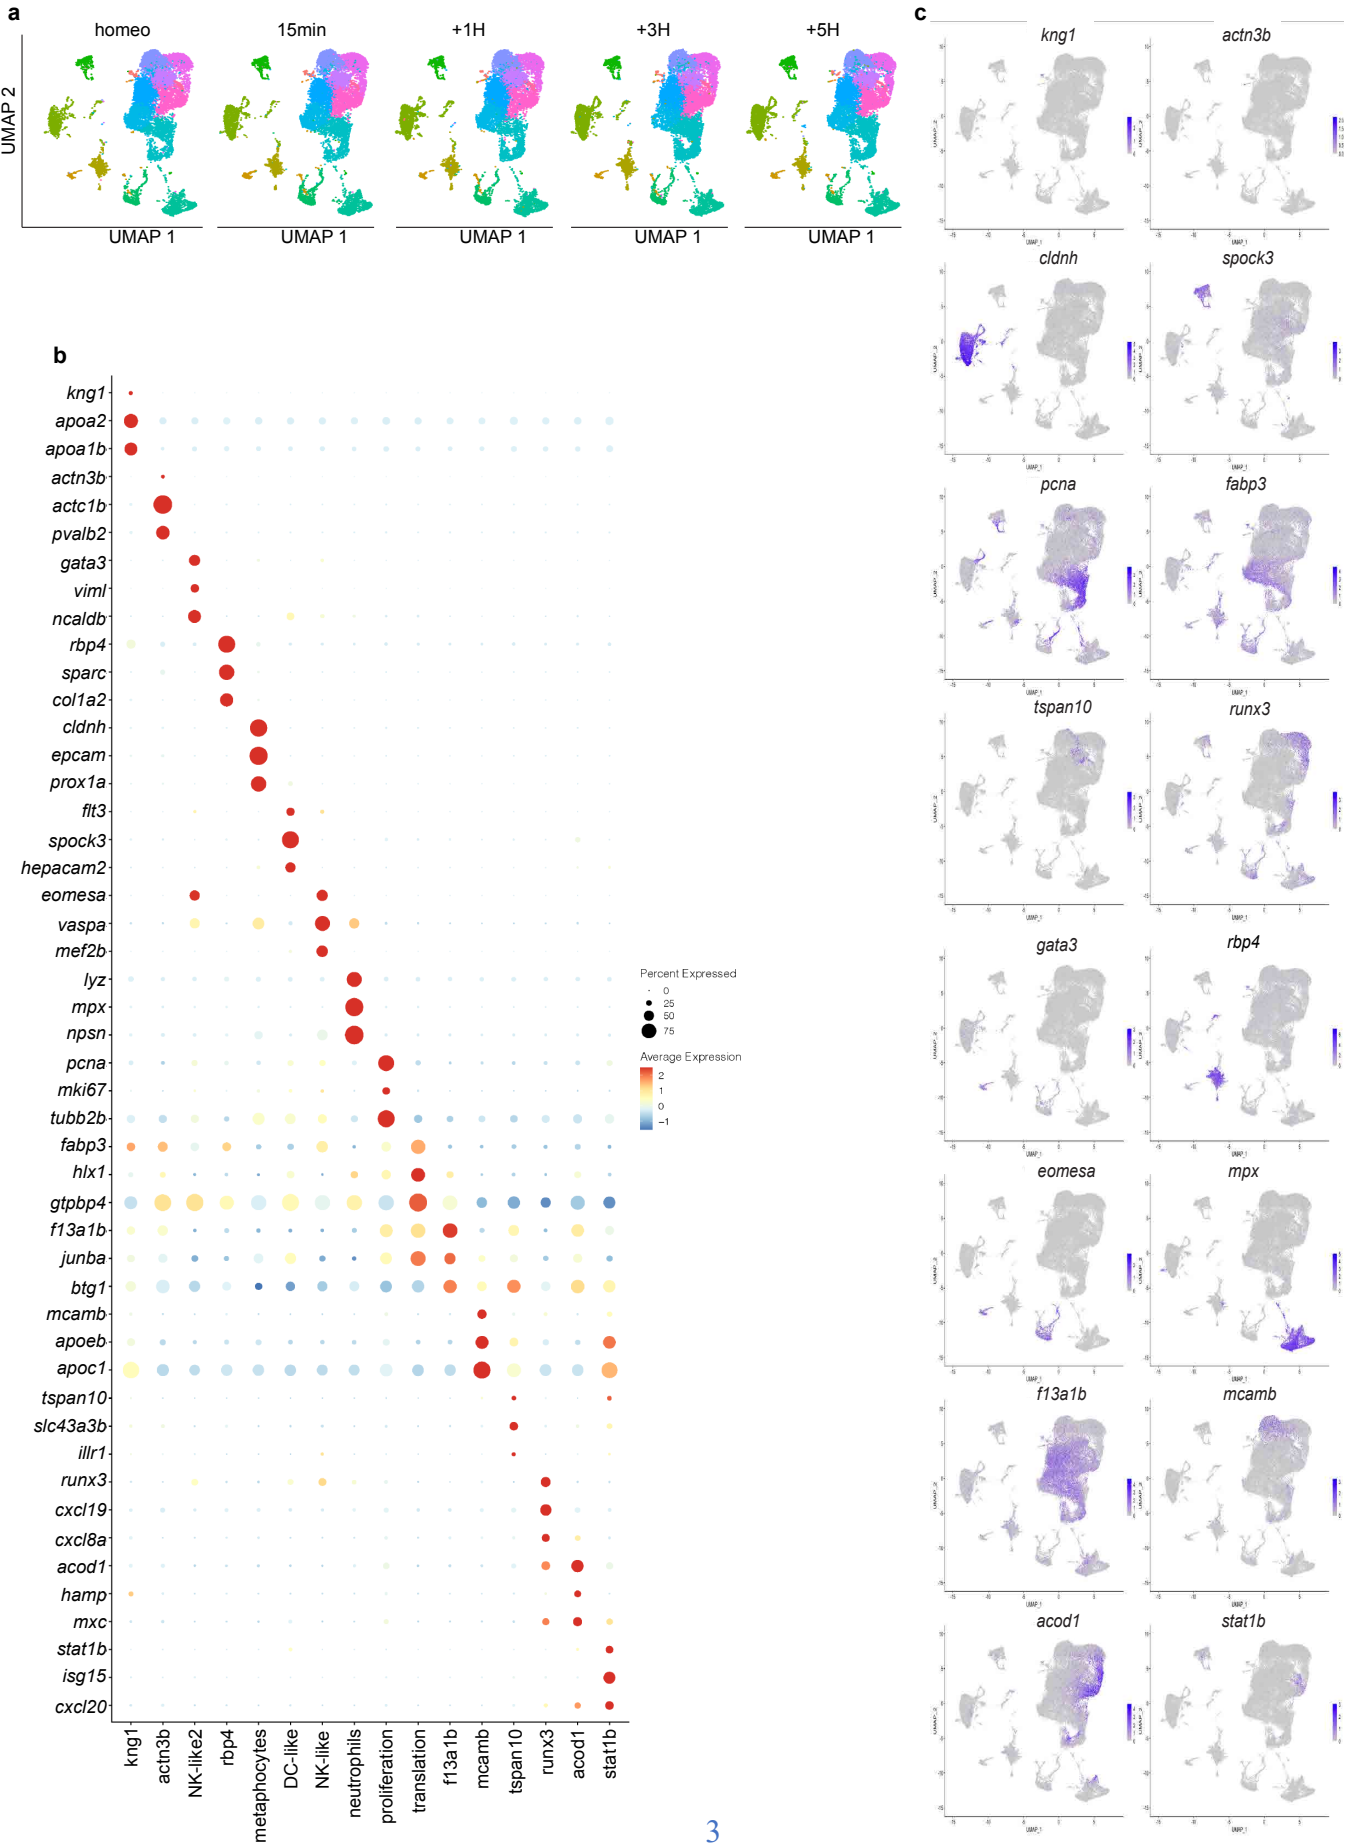

Supplementary Figure 2. Cluster markers from the macrophage scRNA-seq time course. (a) Individual UMAP for each dataset (time point). 14000 cells per dataset. **(b)** DotPlot showing three marker genes per cluster. **(c)** Feature plots of cluster marker genes.

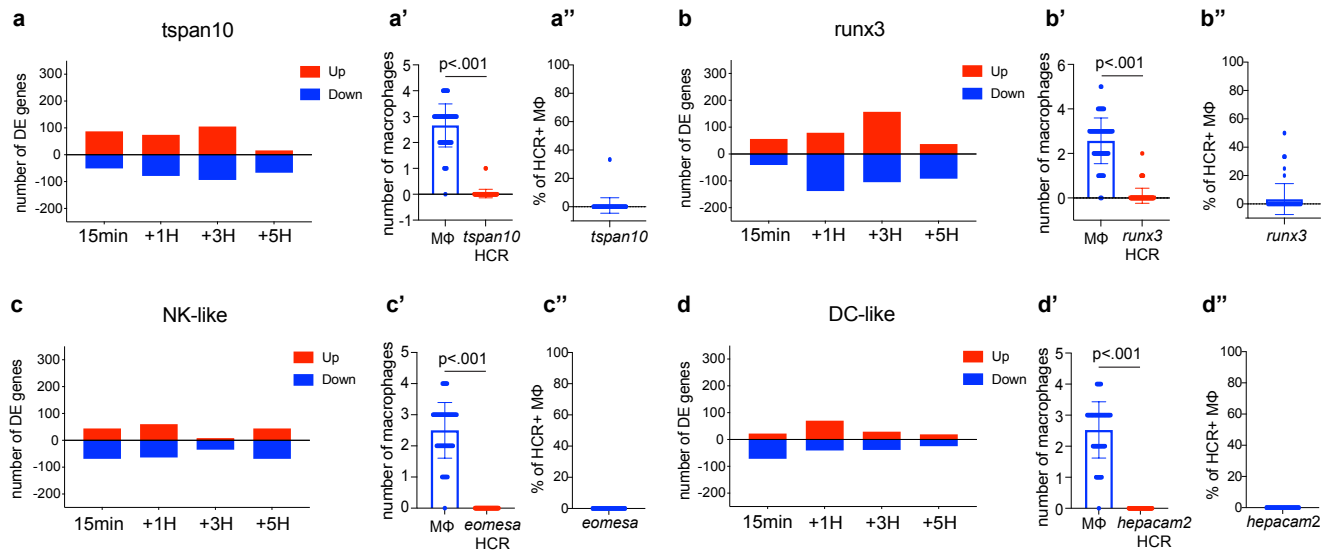

Supplementary Figure 3. Even non-effector macrophages show gene expression changes. (a, b, c and d) Quantification of differentially expressed genes. Upregulated genes in red, downregulated genes in blue at each time point. **(a', b', c' and d')** Quantifications of GFP⁺ effector macrophages (MΦ) and effector macrophages with a positive HCR signal. Each dot represents the number of macrophages per neuromast (5 neuromasts per larvae, 16 larvae and 3 biological replicates). P-values represent non-parametric two-tailed Student's t-test. **(a'', b'', c'' and d'')** Quantifications of the percentage of HCR⁺ effector macrophages. Each dot represents the number of macrophages per neuromast (5 neuromasts per larvae, 16 larvae and 3 biological replicates). For all graphs, data are represented as mean $\pm$ SD.

Supplementary Figure 4

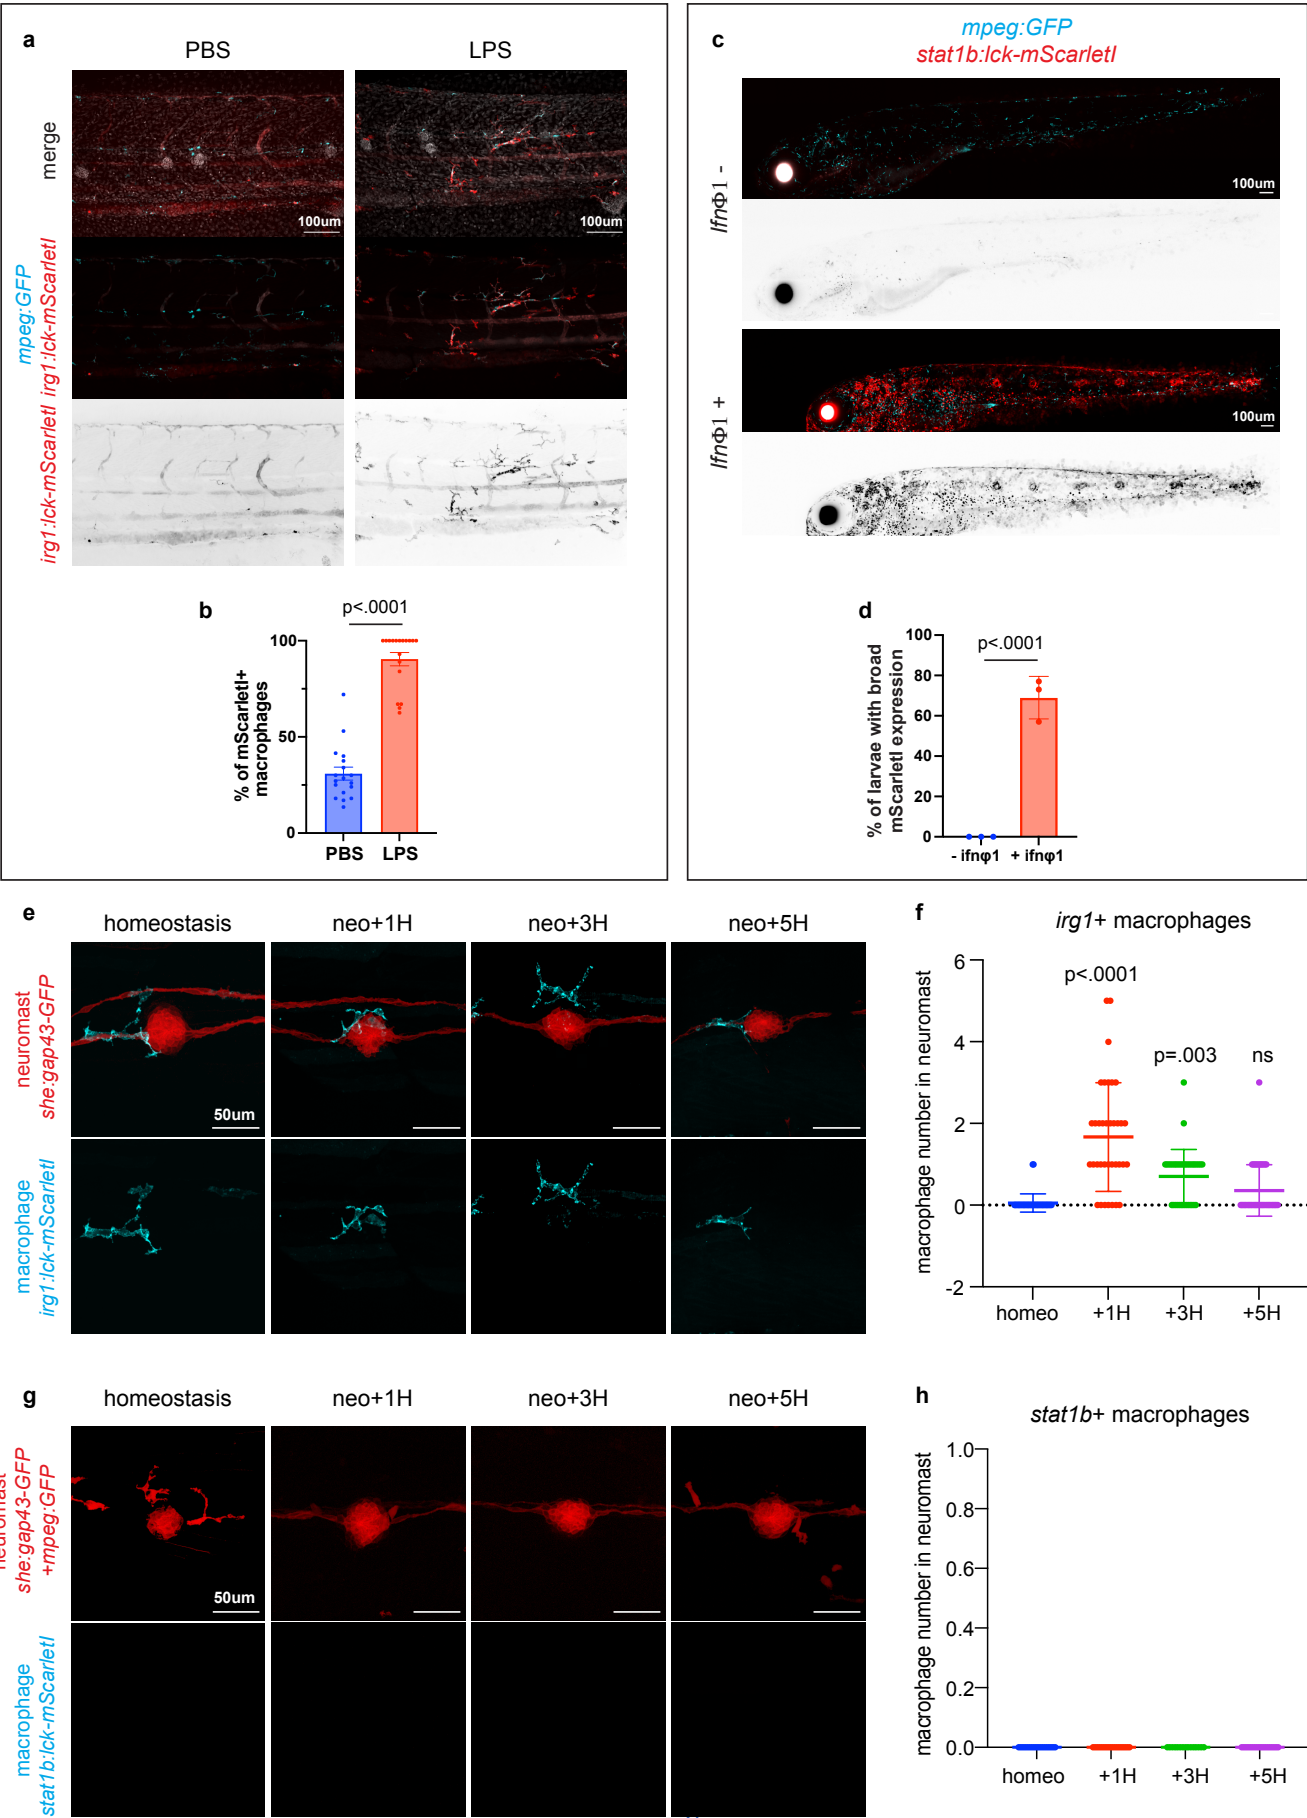

Supplementary Figure 4. ‘irg1/acod1’ but not ‘stat1b’ macrophages are effector cells. (a) Representative confocal images (projection of 150µm z-stack) of *tg(-5.6irg1:lckmScarletI)* larvae injected with either PBS or LPS. (b) Quantification of the percentage of mScarletI positive macrophages. Each dots represents 1 larva and is the result of 3 independent experiments. P-value represent a two-tailed Student’s t-test. (c) Representative confocal images (projection of 200µm z-stack) of *tg(-9stat1b:lckmScarletI)* larvae injected with *infphil* or uninjected. (d) Quantification of the percentage of larvae with broad mScarletI expression. Each dots represents 1 independent experiment. P-value represents a two-tailed Student’s t-test. (e, g) Representative confocal images (projection of a 30µm z-stack) of the macrophage recruitment assay. (f, h) Quantification of macrophages inside the neuromasts. Each dot represents the number of macrophages per neuromast (3 neuromasts per larvae and 6 larvae per condition and 3 independent experiments). A 2-way ANOVA followed by a Tukey multiple comparison test has been used to determine statistical significance. P-values represent a post-hoc (Tukey) test from each condition relative to homeostasis. For all graphs, data are represented as mean +/- SD.

a

upregulated genes in effector macrophages

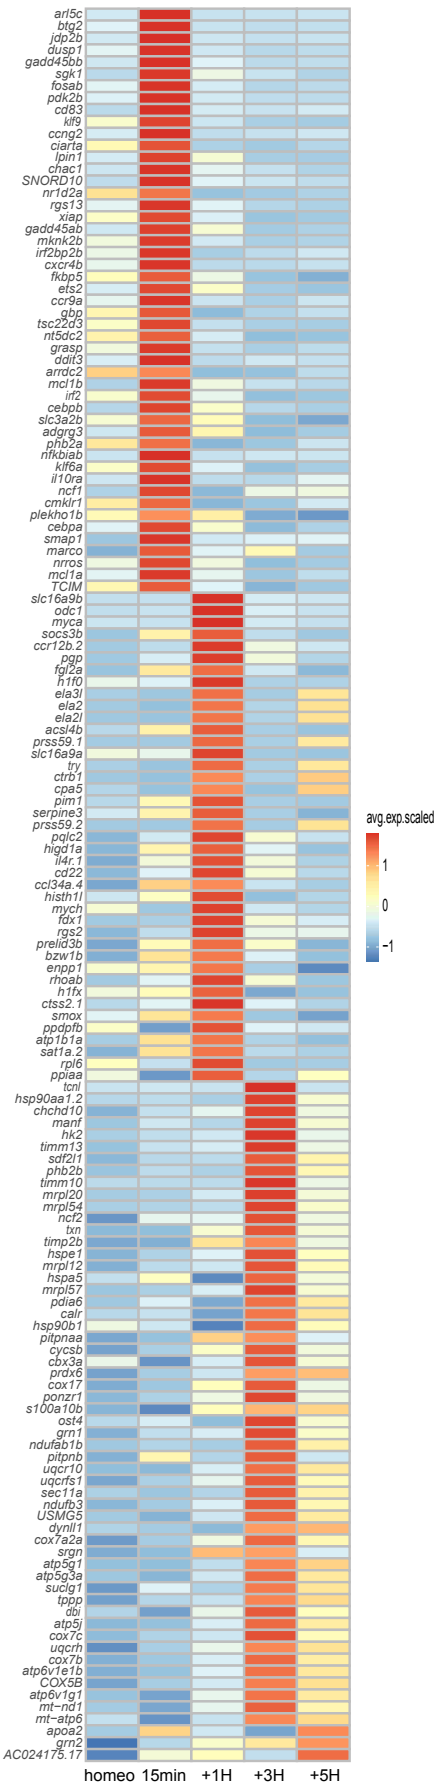

b

downregulated genes in effector macrophages

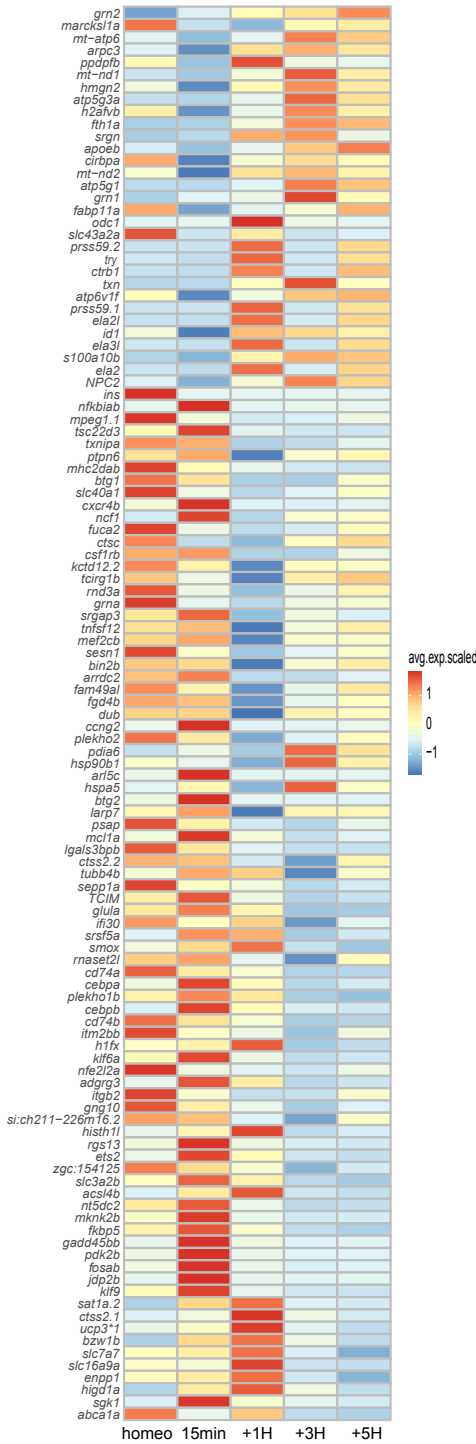

Supplementary Figure 5. Differentially expressed genes at each time point. (a-b) Heatmaps for (a) up- and (b) downregulated genes at each time point.

Supplementary Figure 6

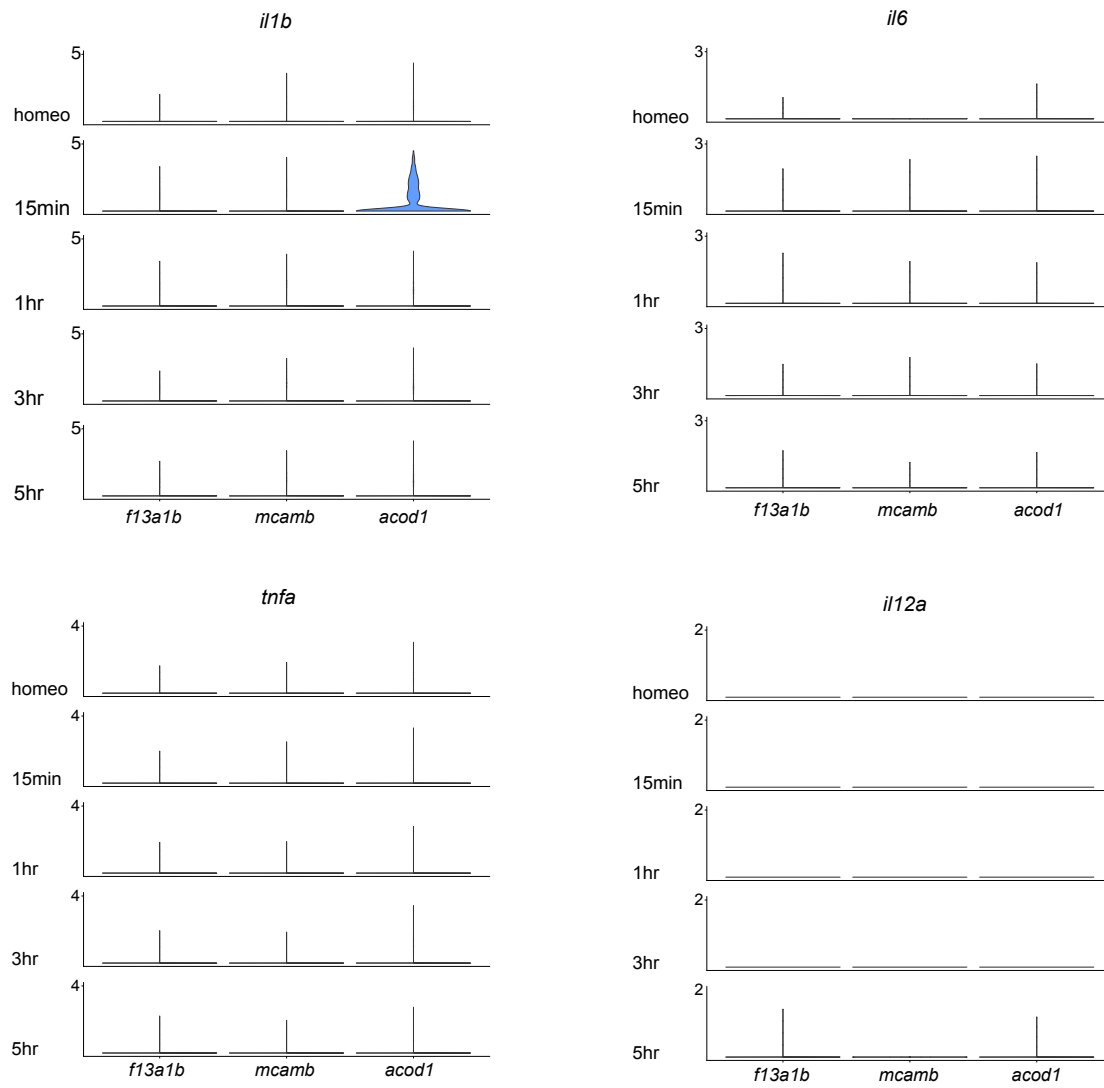

Supplementary Figure 6. Most pro-inflammatory cytokines are not transcriptionally upregulated in effector macrophages after HC death. Stacked Violin-Plots for *il1b*, *il6*, *tnfa* and *il12a*.

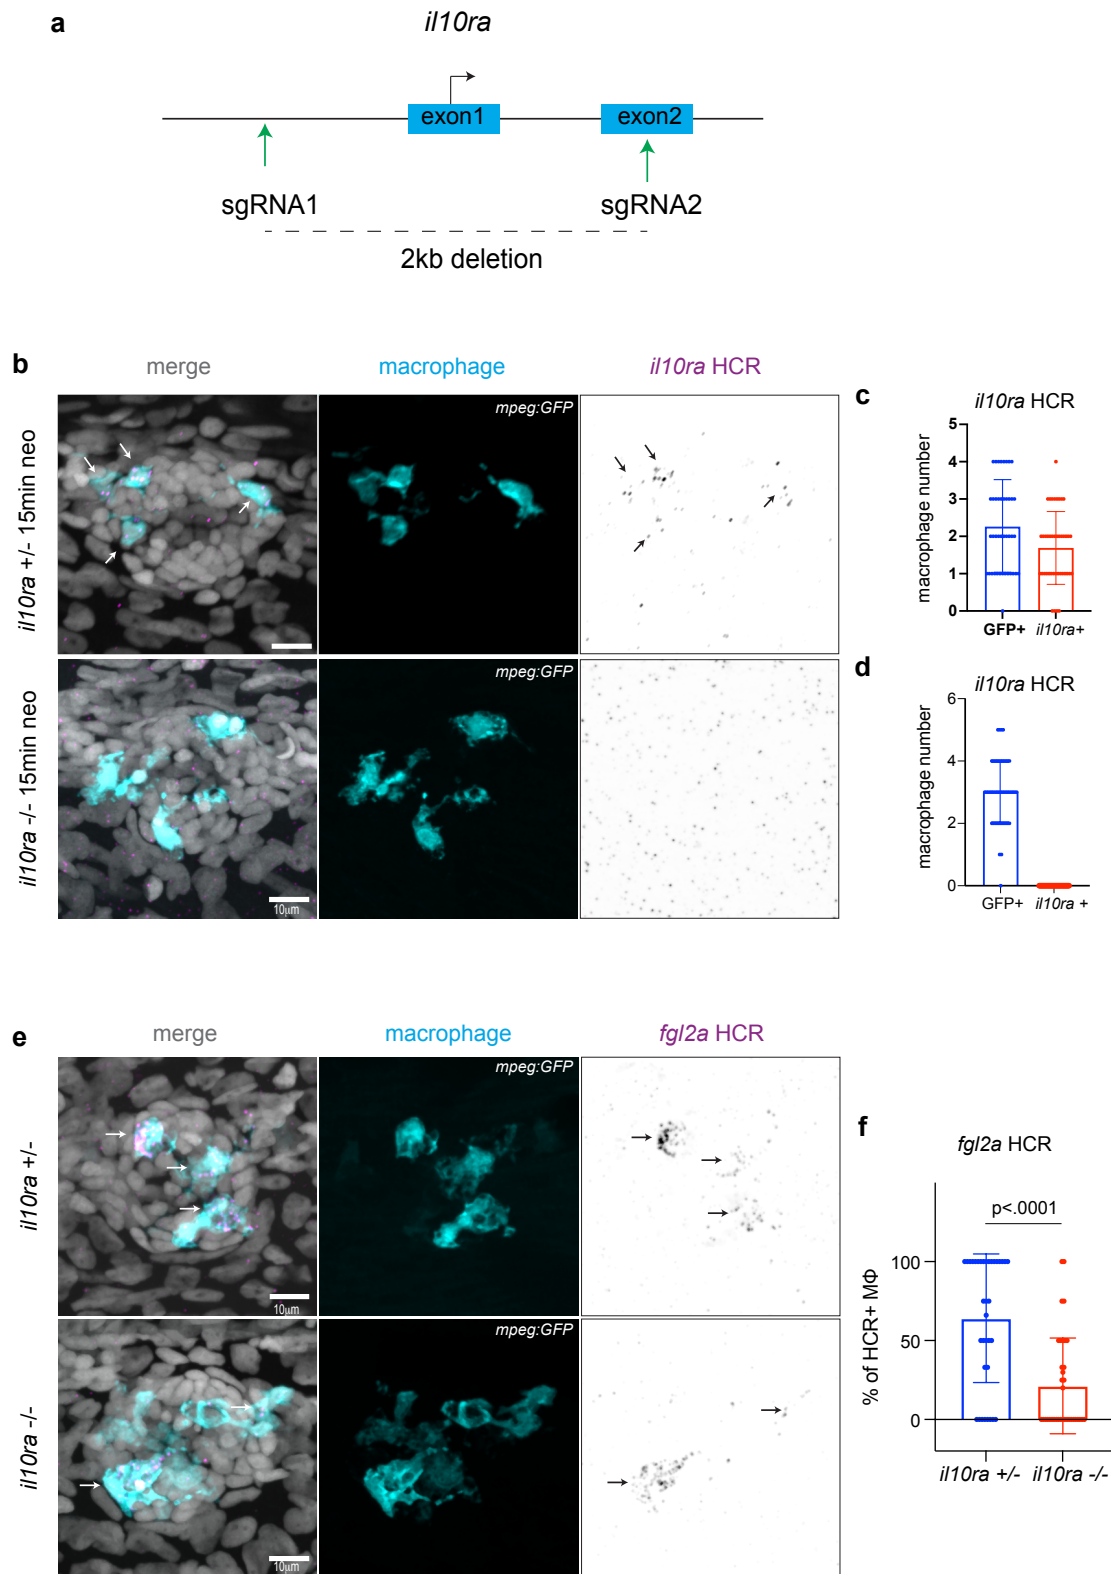

Supplementary Figure 7. Validation of the *il10ra* mutant. (a) Schematic depicting the location of the 2kb deletion in the *il10ra* locus. (b) Representative confocal images (projection of a 30μm z-stack) of HCR-FISH within the effector macrophages with *il10ra* (arrows). (c-d) Quantification of the number of GFP+ cells positive for *il10ra* HCR in (c) *il10ra* +/- (n=42 neuromasts from 14 larvae in 3 biological replicates) and (d) *il10ra* -/- (n=48 neuromasts from 16 larvae in 3 biological replicates) (e) Representative confocal images (projection of a

30µm z-stack) of HCR-FISH within the effector macrophages for *fgl2a* (arrows). **(f)** Quantifications of the percentage of HCR+ effector macrophages for *fgl2a* in *il10ra* mutant heterozygous and homozygous larvae (n=36 neuromasts from 12 larvae per condition, 3 biological replicates). P-values represent non-parametric two-tailed Student's t-test. For all graphs, data are represented as mean +/- SD.

Supplementary Figure 8

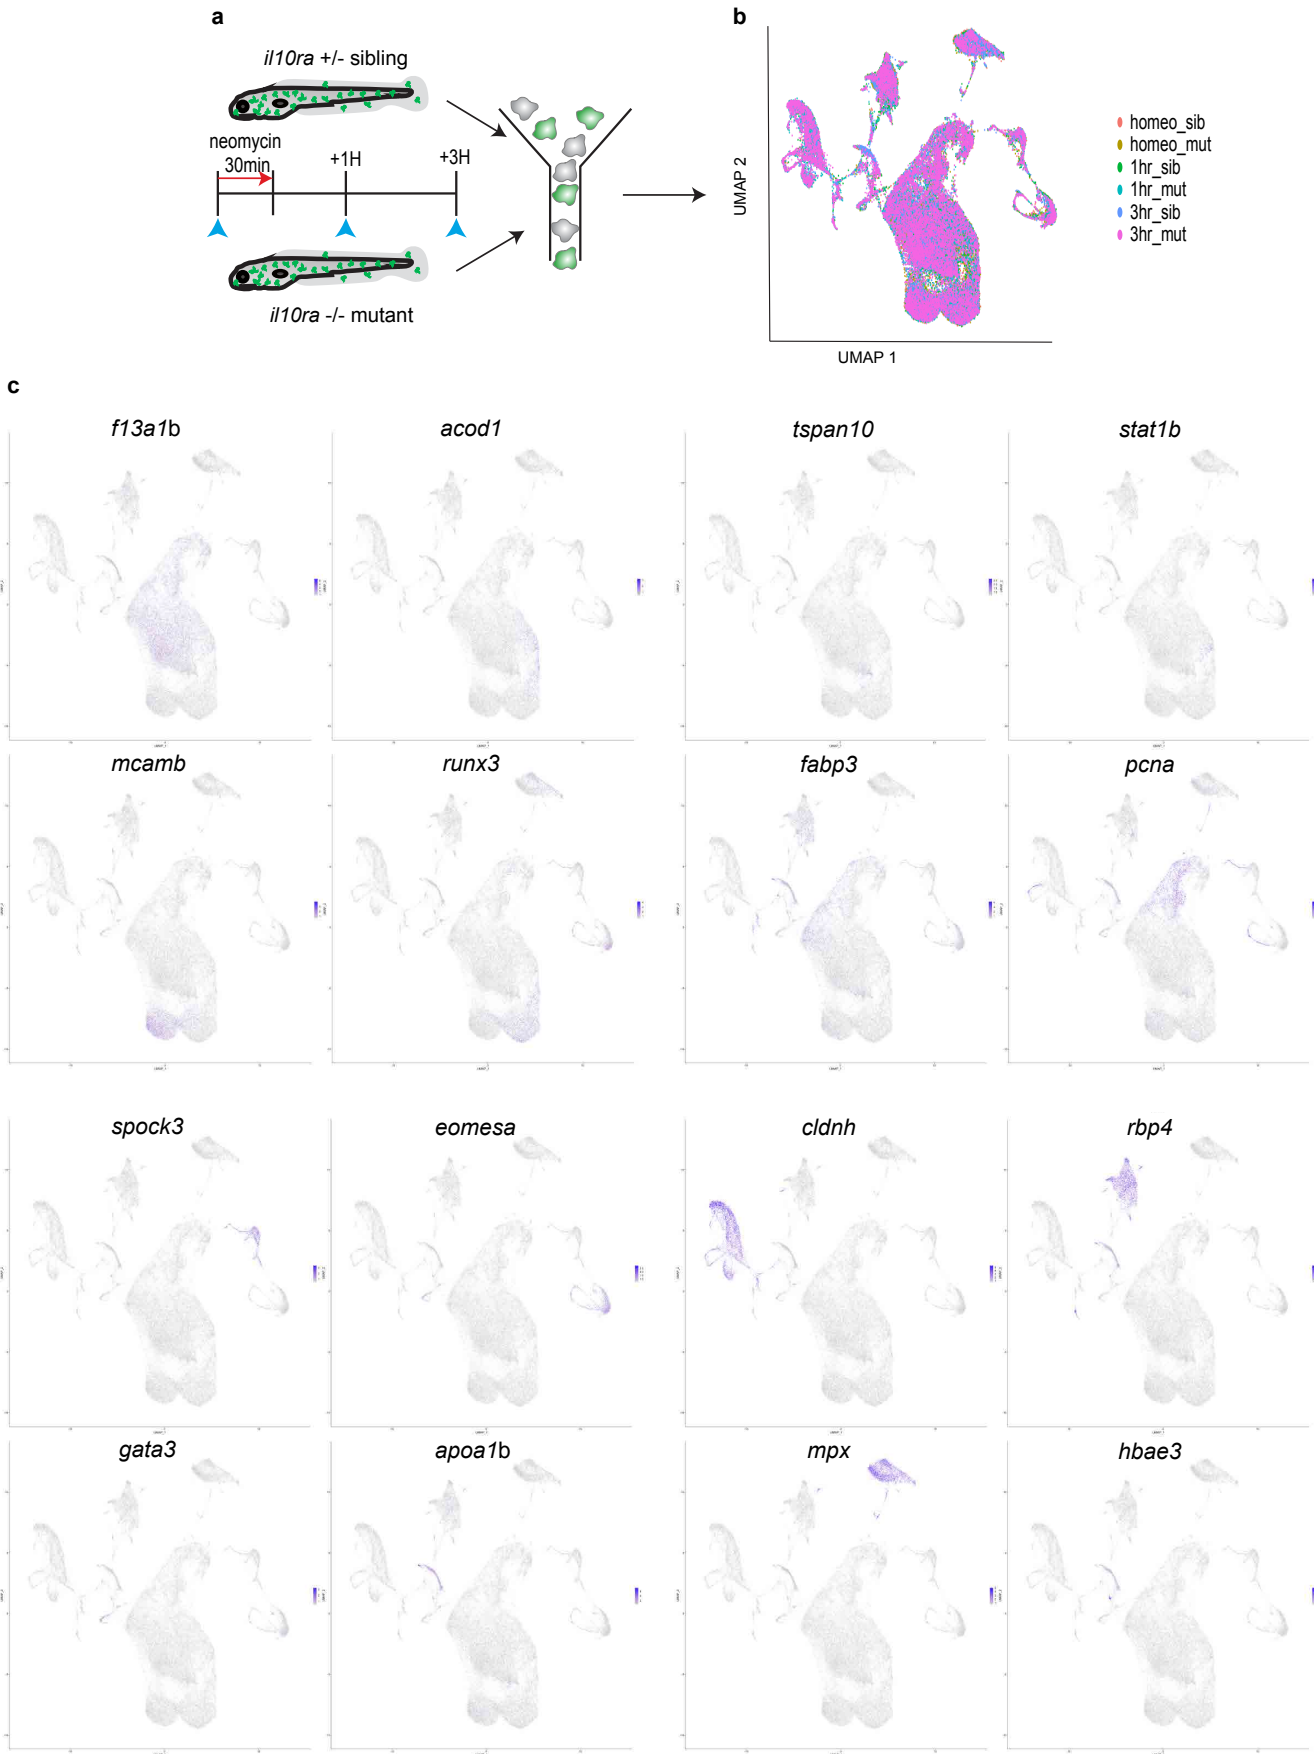

Supplementary Figure 8. Cluster markers of *il10ra* mutant macrophages in the scRNA-seq time course. (a) Schematics of neomycin regime and time point collection for scRNA-seq. (b) Integrated UMAP of the 6 datasets. (c) Feature plots of cluster marker genes.

OXPHOS related genes in *il10ra* mutant

Supplementary Figure 9

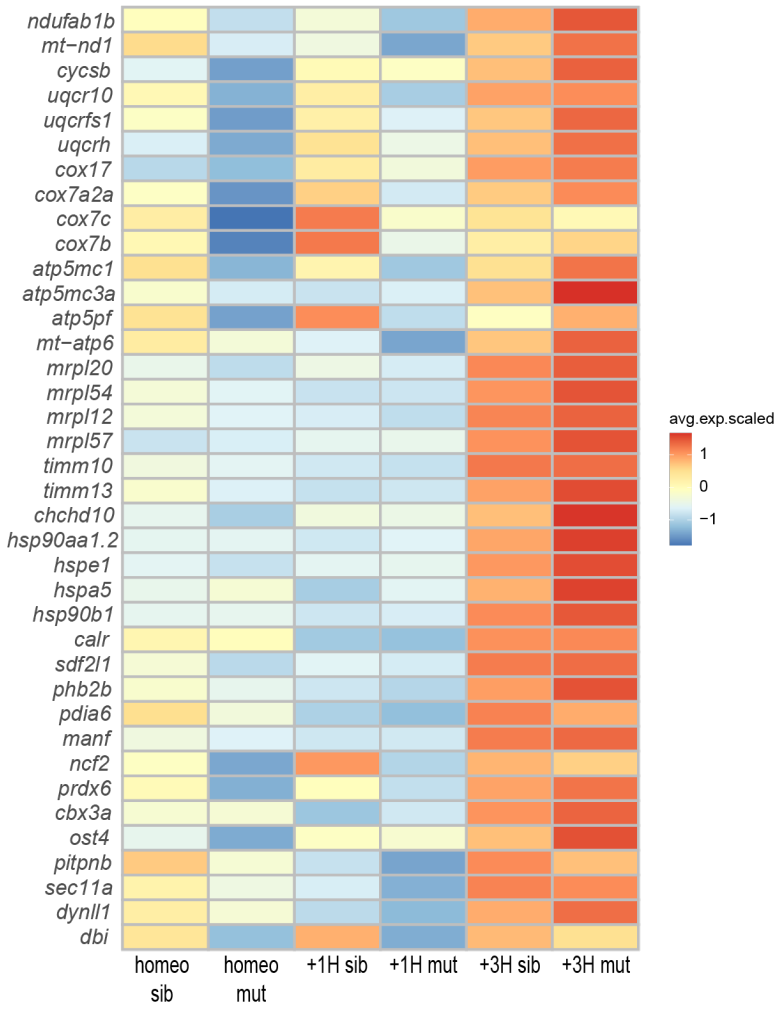

Supplementary Figure 9. Induction of oxidative phosphorylation related genes is not affected in the *il10ra* mutant. Heatmap for oxidative phosphorylation related genes at each time point between *il10ra* mutants and siblings from the scRNA-seq datasets.

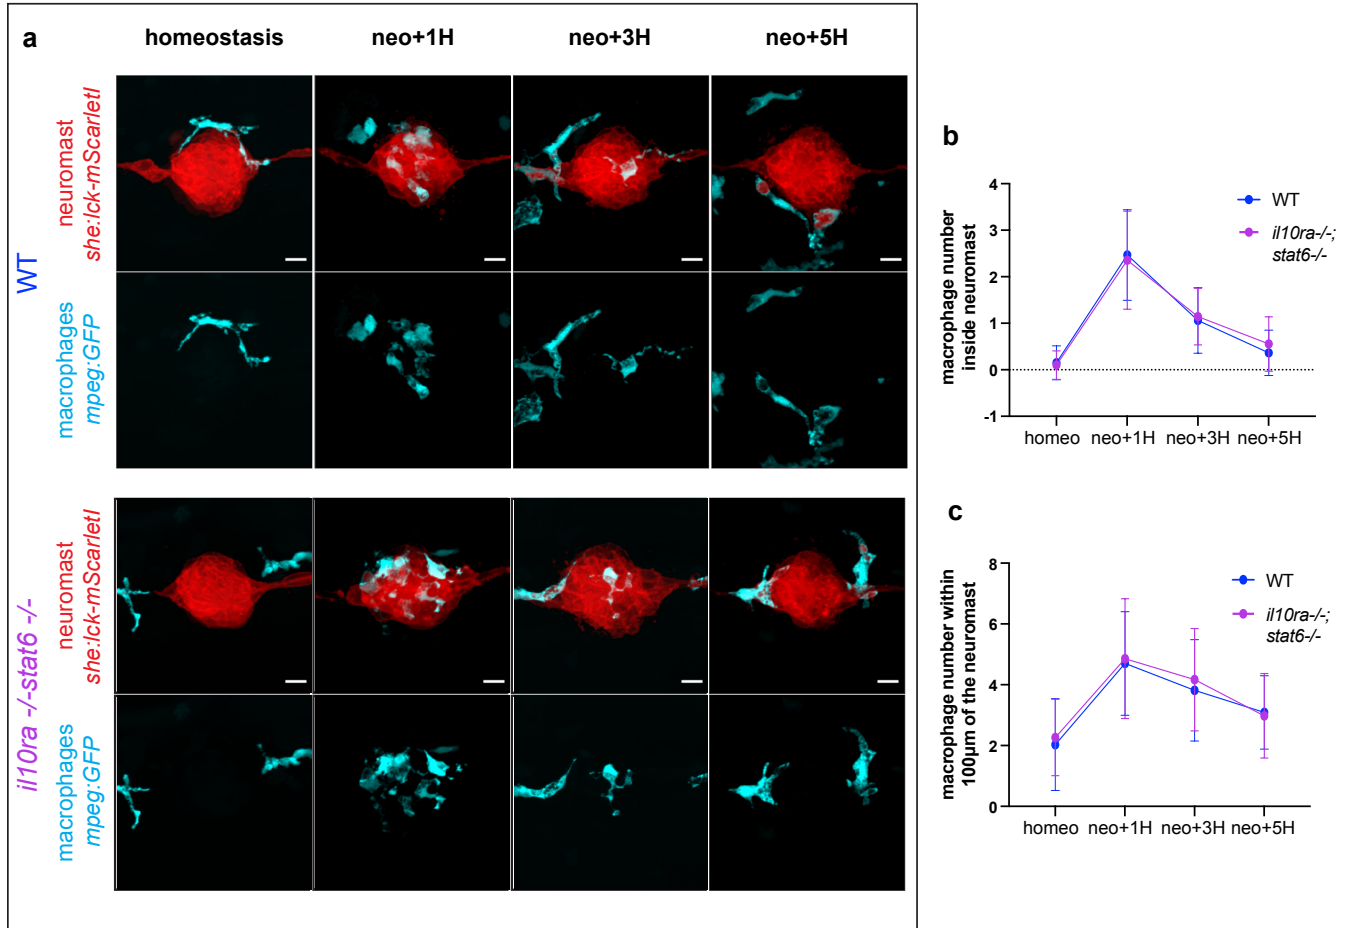

Supplementary Figure 10. Loss of IL10 and IL4 signaling does not affect macrophage dynamics after HC death. (a) Representative confocal images (projection of a 30mm z-stack) of the macrophage recruitment assay. (b-c) Quantification of macrophages in (b) or around (c) the neuropil. Each dot represents the number of macrophages per neuropil (3 neuropils per larvae, 11-15 larvae per condition and 3 biological replicates). For all graphs, data are represented as mean $\pm$ SD.

# Supplementary material for: An anti-inflammatory activation sequence governs macrophage transcriptional dynamics during tissue injury in zebrafish
**Source:** Nat Commun. 2022 Sep 20;13:5356. doi: 10.1038/s41467-022-33015-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Supplementary Data 1: “Cluster markers of mpeg:GFP cells from the integrated macrophage time course dataset”.** This spreadsheet contains the differentially expressed gene list (cluster markers) of mpeg:GFP cells from the integrated macrophage time course dataset generated with Seurat::FindAllMarkers() with default parameters. Genes with p-values greater than 0.05 were omitted from the gene list. Each tab represents one cluster.

**Supplementary Data 2: “Differentially expressed genes for each time point for the effector macrophages population”.** Each tab represents the Differentially Expressed genes shared by the three effector clusters based on the Venn Diagram. Tabs are separated by time point and up- or downregulated genes. Each tab contains a GO and pathway enrichment analysis using Metascape.

**Supplementary Data 3:**

**Title “Cluster markers of mpeg:GFP cells from the integrated il10ra mutant macrophage time course dataset”.** This spreadsheet contains the differentially expressed gene list (cluster markers) of mpeg:GFP cell from the integrated il10ra mutant macrophage time course dataset generated with Seurat::FindAllMarkers() with default parameters. Genes with p-values greater than 0.05 were omitted from the gene list. Each tab represents one cluster.

**Supplementary Movie 1. 3D animation of a whole 5dpf larva, related to Figure 1a.** Macrophages (*mpeg:GFP*) are labelled in cyan and neuromasts (*she:lckmScarletI*) in red.

**Supplementary Movie 2. Effector macrophages rapidly phagocytose dying HCs upon addition of neomycin.** Maximum projection (z-stack of 30  $\mu$ m) of a time-lapse recording of macrophages (blue, *mpeg:GFP*) and HCs (red, *myo6:lckmScarletI*). One image is taken every minute for two hours.

**Supplementary Movie 3. Zoom of macrophages phagocytosing HCs from Supplementary Movie 2**

**Supplementary Movie 4. Dynamics of macrophages during 7H after neomycin treatment related to Figure 1b.** Maximum projection (z-stack of 30  $\mu$ m) of a time lapse recording of macrophages (cyan, *mpeg:GFP*) and neuromasts (red, *she:lckmScarletI*). One image is taken every five minutes for seven hours.

**Supplementary Movie 5. Effector macrophages are located close to the neuromasts, and all macrophages increase their velocity upon neomycin treatment.** Maximum projection (z-stack of 90  $\mu$ m) of a time lapse recording of macrophages (cyan, *mpeg:GFP*) and neuromasts (red, *she:lckmScarletI*) in the trunk region of 5dpf larvae. One image is taken every minute for two hours.

# Supplementary material for: An anti-inflammatory activation sequence governs macrophage transcriptional dynamics during tissue injury in zebrafish
**Source:** Nat Commun. 2022 Sep 20;13:5356. doi: 10.1038/s41467-022-33015-3
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection: Nikon Elements AR 4.6 (Nikon) software for confocal microscopy acquisition

Data analysis: Fiji (version 2.3.0) and Imaris (version 9.0 and 9.6) were used for all image analysis and quantification.

R (version 3.6.3) and Seurat (v3.2.0) were used for single-cell RNA sequencing analysis.

GraphPad Prism 8 (version 8.4.3) was used for statistical analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Original data used for the results reported in this paper may be accessed from the Stowers Original Data Repository at <http://www.stowers.org/research/publications/libpb-1663>. Raw and processed scRNAseq data generated in this study have been deposited in the Gene Expression Omnibus database (#GSE209884; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209884>)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical analysis was used to calculate sample size. Sample size was determined based on consensus practice in the field                                                                                                                                                                                            |
| Data exclusions | No data were excluded from analysis                                                                                                                                                                                                                                                                                       |
| Replication     | All attempts at replication were successful. All experiments were repeated at least three independent times (with multiple measures/animals per experiment) to confirm reproducibility. Each scRNAseq time point represent one dataset without replicates (biological or technical) following the consensus in the field. |
| Randomization   | the scRNAseq datasets where downsampled randomly to 14000 cells to normalize cells samples across time points                                                                                                                                                                                                             |
| Blinding        | No blinding was required. Data were reproduced and analyzed multiple times to ensure robustness.                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies: HCS-1 (otoferlin from Hybridoma Banks) 1/500 dilution; VAMP2 (Genetex, #GTX132130) 1/500 dilution.                                                                                                                      |
| Validation      | All these antibodies are commercially available and were published in peer reviewed articles. Antibody were validated by assessing its positivity in tissues known to express these proteins (hair cells for HCS-1 and synapses for VAMP2). |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All experiments were performed following the guidelines from the Stowers Institute IACUC review board. Experiments were performed on zebrafish larvae at 5 to 7 dpf. Sex cannot be determined at this stage.                                                                                                                                                           |
| Wild animals            | This study did not involve wild animals                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | This study did not involve samples collected from the field                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | This study was conducted in accordance with the Guide of the Care and Use of Laboratory Animals of the National Institute of Health and protocols were approved by the Institutional Animal Care and Use Committees of the Stowers Institute for Medical Research (Sensory lateral line development and hair cell regeneration in zebrafish, TP Protocol: # 2017-0176) |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

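Single-cell RNA-seq counts of sorted *mpeg:GFP* cells from 5 dpf zebrafish larvae were analysed for 11 libraries. The wild-type course has 5 libraries (homeostasis, 15 min, 1H, 3H and 5H) and the *il10ra* courses have 6 (homeostasis, 1H and 3H in *il10ra+/-* and *il10ra-/-*), with 1 library per condition. Larvae were treated with 300 uM neomycin, and the paper states pools of 600 larvae per time point. The authors deposited raw UMI counts per gene and barcode, made by them with Cell Ranger, and every value here was computed from these counts. The sample notes give Cell Ranger 2.1.1 for all libraries, while the paper gives a later version and a later genome build for the *il10ra* libraries, and the gene lists of the 2 sets of files differ. Genes were joined by Ensembl identifier, which gave 28274 genes over the 3 courses.

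In the wild-type course 14000 barcodes per library were drawn at random (seed 1), and barcodes with 600 to 20000 UMIs and at most 5% mitochondrial UMIs were kept. In the *il10ra* courses barcodes with at most 50000 UMIs, 500 to 7500 genes and at most 5% mitochondrial UMIs were kept. No doublet caller was run, and cells of 10000 or more UMIs were left out in an alternative instead. UMIs in effector-like cells numbered 13522538 at homeostasis, 19296274 at 15 min, 20459893 at 1H, 26329899 at 3H and 21696633 at 5H of the wild-type course. They numbered 24656077, 16853401 and 17859586 in *il10ra+/-* and 22418286, 17718522 and 26757872 in *il10ra-/-*. In the wild-type course 464 genes had at least 10 UMIs in homeostasis and 15 min together and none at 1H, 3H and 5H, or the reverse, and they were left out of CPM totals and lists. The split falls between 15 min and 1H, so counting differences cannot be separated from time in the ratios of 1H, 3H and 5H to homeostasis. The feature lists of these 2 sets of libraries also differ in row order and in an *EGFP* entry. They took 3.04% (mitochondrial) and 1.39% (other) of the UMIs at homeostasis, and 2.16% and 3.91% at 15 min. *EGFP* was also left out. The mitochondrial ratios at 15 min used totals over all genes.

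Cells were clustered in scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2) on 2000 variable genes z-scored within each library, with 30 principal components, 20 neighbours and a Leiden resolution of 0.8. The genes whose change was to be measured were kept out of the clustering genes. This gave 29 clusters in each set. Clusters were named by the mean log2 enrichment of marker genes written down before the data were examined, partly from the study's own cluster tables. The naming rules were set after the clusters had been seen, and 2 versions of them were run. Unnamed clusters held 2.39% of the wild-type and 5.19% of the *il10ra* cells. Effector-like cells are the irg1/acod1-like, f13a1b-like and mcamb-like clusters together, macrophage-like cells these and the runx3-like and tspan10-like clusters, and the class names may not cover the same cells as the paper's.

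For the wild-type course UMIs were summed over effector-like cells, divided by the library total and given as CPM and log2 ratios with exact 95% intervals for counts. A gene list is given as the median log2 ratio of its genes with at least 20 UMIs over the 2 libraries, with 1000 Poisson draws for its interval and its rank among 10000 random lists of genes of similar mean expression. All nuclear genes of oxidative phosphorylation were taken as the main list for that process when the calculation was written, with the genes the paper names beside it. Genes are named by a rule set before the data were examined, which takes every gene the paper names, the 10 highest and 10 lowest of each comparison, and members of the lists. The study's tables had been read by then, so lists it chose are not independent evidence. Genes named as leading a cluster were picked after the clusters had been seen.

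For tests, UMI sums per library were fitted with edgeR 4.0.16 (R 4.3.3) with TMM factors, filterByExpr, robust quasi-likelihood and Benjamini-Hochberg adjustment at 0.05. The fit of the 6 *il10ra* libraries had genotype and time point as terms, 2 residual degrees of freedom and a common biological coefficient of variation of 0.137. The fit of 9 libraries had the course as a block, 4 residual degrees of freedom and a coefficient of 0.194. DESeq2 1.42.0 was the second tool. The edgeR code was tested on simulated counts, where it called 92.4% of genes changed 4-fold and 62.7% of genes changed 2-fold in the genotype comparison, 86.4% and 50.7% at 1H in the *il10ra* courses, and 83.3% and 38.8% at 1H over the 3 courses. It called 10, 11 and 7 unchanged genes in these fits. The wild-type code was tested on Poisson counts with equal means in both libraries for unchanged genes, and called none of these 2-fold. That setting holds no differences between libraries beyond counting, so it does not bear on false 2-fold genes in the real data.

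Alternatives fixed before the data were examined were all barcodes, at most 10% mitochondrial UMIs, a doubled Leiden resolution, list genes kept in the clustering, all or all macrophage-like cells, cells of 10000 or more UMIs left out, another reference for the ratios, other scalings, transcripts of other tissues left out of the totals, other count filters, no block, DESeq2, and each block left out in turn. Alternatives added after seeing the data were no mitochondrial filter, totals over all genes, the mean of the ratios within the 3 classes, the mean of the other 3 libraries after neomycin as reference, and permutation of hair cell values within courses. One test of hair cell transcripts, on droplets that hold a macrophage and a hair cell, was written before its result was seen, removed afterwards and then restored word for word. The way its value was read was set after the value had been seen.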

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

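The tests on mcamb-like cells, on genes without counts at 1H, 3H and 5H, and on the wild-type course beside the *il10ra* courses were chosen only after the results were seen, as was the rule that selected gene lists with at least 10 genes tested and at least 75% of them called in one direction.

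Hair cell transcripts such as *otofb* and *s100t* were found in mcamb-like cells after neomycin. At 1H and 3H 73 of 5819 mcamb-like cells held 10 or more UMIs of 15 hair cell genes, a mean of 1.28% over 6 libraries (0.478 to 1.73), against 0 of 3166 at homeostasis (exact permutation test within the 3 courses, two-sided p = 0.037, the smallest possible). Free RNA spread evenly in the suspension is an explanation that the data argue against, since the share of these UMIs was at least 5.01 times that in irg1/acod1-like and f13a1b-like cells in every library at 1H and 3H, by the lower limit, but the share was also high in other classes, at 2700 ppm in kng1-like and 101 in runx3-like cells against 137 in mcamb-like cells at 3H of the wild-type course. Droplets that hold a hair cell and an effector-like cell by chance are also argued against, since 97.3% of the effector-like cells with 10 or more such UMIs were mcamb-like, where 26.1% of all effector-like cells were, and over the 5 macrophage-like classes 73.7% (63.9 to 82.1) where 18.05% were, but runx3-like cells at 3H of the wild-type course had 11 of 1089 such cells beside 11 of 980, so chance droplets with other macrophages are not excluded. These cells kept 82.3% to 121.6% of the marker share of other mcamb-like cells over the 6 libraries, so as a group they did not lack macrophage transcripts. They were taken from the cluster named by these markers, so a high share was expected. Droplets with both cells would give it too, so hair cells grouped into the class are not excluded. Uptake of hair cell material and an attached hair cell were not separated by any test.

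The 2 tests written before the data were examined asked about effector-like cells as a whole. The exact permutation test above depends on *pvalb8* at the limit of 10 UMIs, where it gave p = 0.148 without that gene. With a limit of 5 UMIs the same exact permutation test gave p = 0.037 without *pvalb8*. The lowest ratio of the hair cell UMI share between effector-like cells and other classes that are not macrophage-like was 0.629, and 72.3% of the hair cell UMIs lay in cells with 10 or more of them, so that neither free RNA nor mixed droplets can be told apart from uptake in this group.

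In the wild-type course 377 genes, among them all mitochondrial protein-coding genes, had UMIs at homeostasis and 15 min and none at 1H, 3H and 5H. Counting against another reference is a likely cause, since 95.9% of those that the *il10ra* annotation also lists had UMIs in the 1H and 3H libraries of both *il10ra* courses. A loss of these transcripts after neomycin would not leave them in those libraries. Among all genes but the mitochondrial ones, 120 were more than 2-fold higher in homeostasis and 15 min than in the other 3 libraries. No other pair of libraries had more than 14 such genes. The 120 can include others of the 377. How many of the 120 remained in the ratios was not counted. A part of the ratios of 1H, 3H or 5H to homeostasis in this course may still come from counting.

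The genes at least 2-fold from homeostasis in the wild-type course moved less in the *il10ra* courses. They were selected by their wild-type ratio, so smaller ratios in other libraries are expected from the selection alone. At 3H the higher genes had a median log2 ratio of 1.19 in wild-type, 0.24 in *il10ra+/-* and 0.70 in *il10ra-/-*, and the lowest ratio to the wild-type value was 0.201 over the time points and directions. Beyond this selection, a wild-type homeostasis library that stands apart is a possible explanation. So are *il10ra* homeostasis libraries that stand apart and a difference of stock or counting reference between courses. The test cannot tell any of these apart, the selection included. Across 7191 genes, which are not independent replicates, the ratios of 1H to homeostasis, 3H to homeostasis and 3H to 1H correlated at 0.33, 0.24 and 0.64 between wild-type and *il10ra+/-*, at 0.52, 0.59 and 0.82 between wild-type and *il10ra-/-*, and at 0.85, 0.72 and 0.80 between the *il10ra* courses. The *il10ra* homeostasis libraries gave 51.2% and 48.6% of the cells of one metaphocyte-like cluster and 0.4% and 0.6% of another, so either side may stand apart.

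At 3H the nuclear oxidative phosphorylation genes stood lower than homeostasis in *il10ra+/-* and higher in *il10ra-/-*, a difference of 0.46 in the median log2 ratio that was not tested. The difference was 0.57 for the genes the paper names, 0.41 for the mitochondrially encoded genes, 0.51 for *mt-nd1* and 0.43 for *mt-atp6*.

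In the *il10ra* courses 66 of 82 ribosomal protein genes were higher at 1H (39 higher and 3 lower with total-count scaling), as were 18 of 20 epidermal genes and 18 of 23 muscle genes. The muscle gene *myhz1.1* had no UMIs in the 2 *il10ra* homeostasis libraries, 58 and 42 at 1H and 41 at homeostasis of the wild-type course, so *il10ra* homeostasis libraries that stand apart may be a part of these counts. At 3H 19 of 21 interferon response genes were lower and 31 of 35 ribosome biogenesis genes higher. Over the 3 courses 68 of 82 ribosomal protein genes were higher at 1H (10 with total-count scaling), as were 20 of 21 exocrine pancreas genes, and 29 of 35 ribosome biogenesis genes were higher at 3H. In the fit of the 3 courses 79 genes in all were higher at 1H without the *il10ra-/-* course, and edgeR called 0 at 3H, where 1907 had an unadjusted p under 0.05.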

How the results depend on the processing

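The alternatives without a mitochondrial filter, with totals over all genes, with the mean of the ratios within the 3 classes and with the other 3 libraries after neomycin as reference, and no other tests, were chosen only after the results were seen. The wild-type course has no replicates, the fits have 2 and 4 residual degrees of freedom, and the cause of the changes below was not tested. Total-count scaling moved the median log2 fold change of all genes at 1H to −0.37 in the *il10ra* courses and −0.31 over the 3 courses, against −0.03 with TMM. Among edgeR values of single genes 2312 of 2677 stayed the same, 108 were called only under the alternative and 257 only in the first analysis. Of 3288 values of wild-type genes 2243 stayed within the counting interval, 1035 moved and 10 reversed, and of 1836 values of wild-type lists 1327, 505 and 4.

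Over all cells the median log2 ratio was 1.77 for the glucocorticoid targets at 15 min, 1.77 for the IL-10 targets at 1H, 0.53 for nuclear oxidative phosphorylation at 3H and −0.0207 at 15 min, which reverses it. Over all cells *il10ra* stood at 0.76 and *il1b* at 1.94 at 15 min, and *grn2* at 1.96 at 5H. The 2-fold counts were 80 lower at 1H, 134 higher and 74 lower at 3H, and 62 higher at 5H. edgeR over all cells called 73 genes higher and 197 lower by genotype, 1103 higher at 3H in the *il10ra* courses and 592 over the 3 courses. The erythrocyte genes at 1H reversed to −0.029 and the hair cell genes at 1H to −0.21. Over macrophage-like cells *il10ra* stood at 0.94, oxidative phosphorylation at 0.041 at 15 min and 0.61 at 3H, *manf* at 1.75 and its mutant minus sibling difference at 0.48, and *il12ba* at 3H reversed to −0.0088.

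Against the mean of the other 4 libraries the glucocorticoid targets stood at 2.61, oxidative phosphorylation at −0.24 at 15 min (reversed) and 0.48 at 3H, *il1b* at 1.65, the IL-10 targets at 1.67, *il4r.1*, *odc1* and *smox* at 1.19, *manf* at 1.57 and *grn2* at 0.88. The 2-fold counts were 27 lower at 15 min, 54 higher and 49 lower at 1H, 69 and 56 at 3H, and 2 and 38 at 5H. *grn2* at 15 min reversed to −0.62 and *sgk1* at 1H to −0.11. Against the other 3 libraries after neomycin the same values were 2.94, −0.32 (reversed), 0.44, 1.49, 1.53, 1.22, 1.48 and 0.61. The 2-fold counts were 35 lower at 15 min, 54 and 53 at 1H, 47 and 60 at 3H, and 1 and 47 at 5H. Reversed against these 3 libraries were *arl11* at 15 min (0.12), *grn2* at 15 min (−0.92) and 1H (−0.056), *sgk1* at 1H (−0.40), *mpeg1.1* at 15 min (0.18) and 5H (0.28), *ins* at 5H (2.34), the endocrine pancreas genes at 5H (2.18) and the hair cell genes at 3H (−0.069).

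With TMM scaling oxidative phosphorylation stood at 0.14 at 15 min, the IL-10 targets at 2.34 and *il4r.1*, *odc1* and *smox* at 1.95. The 2-fold counts at 1H were 174 higher and 51 lower, and the mutant minus sibling difference was 0.66 for *odc1* at 1H, 0.52 for oxidative phosphorylation at 3H and 0.14 for *mt-atp6* at 1H (reversed). Without cells of 10000 or more UMIs the glucocorticoid targets stood at 2.30, *il10ra* at 1.35, oxidative phosphorylation at −0.0244 at 15 min (reversed) and 0.57 at 3H, and *grn2* at 2.46. With at most 10% mitochondrial UMIs *manf* stood at 1.74, and without a mitochondrial filter oxidative phosphorylation at 0.055 at 15 min. With totals over all genes oxidative phosphorylation stood at 0.062 at 15 min and 0.72 at 3H, and *grn2* at 2.37. As the mean of the ratios within the 3 classes oxidative phosphorylation stood at 0.00467 and 0.54, and *manf* at 2.12. With list genes kept in the clustering *grn2* stood at 2.37. Without a minimum CPM the 2-fold counts were 1797 higher and 1675 lower at 15 min, 1307 and 3823 at 1H, 2275 and 1942 at 3H, and 1450 and 1696 at 5H.

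The edgeR genotype counts were 586 higher and 748 lower with all genes of at least 1 UMI, 4 and 28 without the block, and 278 and 474 with total counts. DESeq2 called 197 higher and 270 lower by genotype. They ranged from 75 to 511 higher and 184 to 539 lower with one time point left out. In the *il10ra* courses the counts were 1500 and 1192 at 1H and 761 and 736 at 3H without the block, 1380 and 4798 at 1H with total counts, and with DESeq2 1055 lower at 1H and 1008 higher and 907 lower at 3H. Over the 3 courses they were 301 and 268 at 1H and 97 and 48 at 3H without the block, and 962 and 3321 at 1H with total counts. With one course left out they ranged from 79 to 2398 higher and 12 to 1839 lower at 1H, and from 0 to 1703 higher and 0 to 1645 lower at 3H. The edgeR count of 0 at 3H came without the *il10ra-/-* course, where 1907 genes had an unadjusted p under 0.05.

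The effector-like share was 41.4% at homeostasis and 33.5% at 3H over all wild-type barcodes. With a doubled resolution it was 30.4, 26.0, 25.9, 28.4 and 24.9% in the wild-type course, 25.1, 24.1 and 21.504% in *il10ra+/-* and 30.8, 28.2 and 25.9% in *il10ra-/-*.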

Differences from the paper's values

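The comparison with the other 3 libraries after neomycin and the values without a mitochondrial filter were chosen only after the results were seen, and no other tests were added here.

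The homeostasis library of the wild-type course had a mean of 938 genes per cell here, where the paper gives 1,475. All alternatives also differ: 939 over all barcodes, 921 with at most 10% mitochondrial UMIs, 912 without cells of 10000 or more UMIs, and 914 without a mitochondrial filter.

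The paper finds oxidative phosphorylation genes lowered at 15 min, while here the nuclear genes had a median log2 ratio of 0.09 to homeostasis. The mitochondrially encoded genes were lower, at −0.23 with totals over all genes. The paper compares each time point with all other cells, and with the mean of the other 4 libraries as reference the nuclear median was −0.24. It was also below 0 over all cells (−0.02), without cells of 10000 or more UMIs (−0.02) and against the other 3 libraries after neomycin (−0.32).

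The paper finds *il1b* raised at 15 min in the irg1/acod1 cluster alone. Here its log2 ratio was 1.81 in irg1/acod1-like, 2.49 in mcamb-like and 2.28 in f13a1b-like cells, although its level was highest in irg1/acod1-like cells. The paper reports no rise of *tnfa* and *il6*, which stood at 0.71 and 2.62 here, with 88 UMIs of *il6* at 15 min. For *il12a* the interval included 0. The paper's tests took cells as replicates, and the class names here may not cover its clusters. The paper also compared each time point with all other cells and dropped genes found in few cells. The ratios here are to homeostasis alone and have no such limit, so for genes of few UMIs such as *il6* the 2 are unlike measures.

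In the paper's enrichment analysis of genes raised at 3H oxidative phosphorylation is the top term. The median log2 ratio of a list is another measure, so the order of the medians below does not bear on that rank. Here the genes the paper names had a median of 1.04 and all nuclear genes one of 0.65 (0.63 to 0.68), beside heat shock genes (1.48), ribosome biogenesis genes (0.83) and proteasome genes (0.69, 0.62 to 0.71), with lists that are not the paper's gene sets. The small number of genes raised at 5H alone matches the paper, with 2 here.

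The paper finds *odc1*, *manf* and the oxidative phosphorylation genes unaffected in *il10ra* mutants. Here *odc1* rose more in *il10ra-/-* than in *il10ra+/-* at 1H, by 0.46 (0.66 with TMM scaling), and *manf* at 3H by 0.61 (0.48 over macrophage-like cells). These are differences between single libraries and were not tested. They lie mainly in the homeostasis libraries, with *odc1* at 53.3 CPM in *il10ra+/-* and 36.6 in *il10ra-/-* and *manf* at 112 and 76.2, while the levels after neomycin were near, at 329 and 311 for *odc1* at 1H and 148 and 154 for *manf* at 3H. For *odc1* at 3H the difference was 1.04, and the level was 54.8 CPM in *il10ra+/-* and 77.2 in *il10ra-/-*, so a part of it lies in the 3H libraries. The edgeR genotype term was 0.01 for *odc1* (adjusted p 0.991) and −0.15 for *manf* (0.726). It averages over the time points, and *odc1* was lower in *il10ra-/-* at homeostasis and higher at 3H. The term therefore does not bear on the difference in the rise. The nuclear oxidative phosphorylation genes had a median log2 ratio of −0.16 at 3H in *il10ra+/-*, and the genes the paper names −0.04. The median level of the nuclear genes at 3H was 166 CPM in *il10ra+/-* and 177 in *il10ra-/-*, against 176 and 139 at homeostasis. *il4r.1* matches the paper at 1H with total counts, with a difference of 0.01. TMM scaling would make that difference larger, as it does for *odc1*.

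The paper finds *fgl2a* lowered in mutant macrophages by in situ hybridization. Here the log2 ratio of *fgl2a* at 1H was 0.76 in both genotypes with total counts, on sorted cells of whole larvae. With TMM scaling it would be larger in *il10ra-/-* than in *il10ra+/-*. The edgeR genotype term, an average over the time points, was −0.20 (adjusted p 0.593). The level of *fgl2a* at 1H was lower in *il10ra-/-*, at 159 against 224 CPM.

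The paper describes a stat1b cluster, and no cluster took that name here. The atlas had 29 clusters in each set, at a resolution equal to the paper's.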

Other observations

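The lists in this part were fixed before the data were examined, the genes named for them were chosen after seeing the values, and the tests of hair cell transcripts within courses and without *pvalb8* were chosen only after the results were seen.

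Genes of the circadian clock were lower at 3H in effector-like cells. In the wild-type course 27 of 29 were below 0 at 3H, with a median log2 ratio of −1.42 (−1.64 to −1.31) and the repressor genes *nr1d2a* at −2.21 and *per1a* at −1.74. Over the 9 libraries edgeR called 15 of 31 lower at 3H (21 over the list alone), among them *nr1d1* at −2.20 (adjusted p 0.0207) and *per2* at −2.18 (0.00566). At 1H edgeR called 4 higher and 2 lower over the 3 courses (3 and 9 with total counts), and the wild-type median was 0.002 at 15 min and −0.72 at 1H. The hour of the day at collection was not used here. Every edgeR call at 3H over all genes in this and the next paragraph was lost without the *il10ra-/-* course, where edgeR called 0 genes and 1907 had an unadjusted p under 0.05.

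Protein folding and ribosome synthesis genes were higher at 3H. Over the 9 libraries edgeR called 10 of 17 heat shock genes higher (13 over the list alone, with 2 lower), with *hsp90aa1.2* at 1.79 and the mitochondrial chaperone gene *hspd1* at 1.16. Of the ribosome biogenesis genes 29 of 35 were higher (33 over the list alone), with the nucleolar gene *gnl3* at 0.97. Proteasome genes had 4 of 44 higher (2 over the list alone). Antigen presentation genes had 7 of 11 lower at 3H, with *mhc2dab* at −1.54 and *cd74a* at −0.98. Interferon response genes had 11 of 22 lower (18 over the list alone), with *isg15* at −1.59 and *stat1b* at −1.33.

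Transcripts of some other tissues were higher in effector-like cells at 1H. Over the 9 libraries 20 of 21 exocrine pancreas genes were higher at 1H (21 over the list alone), with *prss59.1* at 3.13, and 14 of 20 epidermal genes (18), with *krt4* at 2.28. Muscle genes had 14 of 25 higher (17), with *pvalb2* at 2.84, and liver and gut genes 11 of 24 (18). Hair cell genes had 5 of 13 higher (9), with *s100t* at 5.32. At 3H fewer were called, with 4 of 21 exocrine pancreas genes (19 over the list alone), 9 of 20 epidermal genes (12), 7 of 25 muscle genes (11), 5 of 24 liver and gut genes (11) and 4 of 13 hair cell genes (5). No gene of the erythrocyte, endocrine pancreas and lens lists was called. Without the *il10ra-/-* course edgeR called 79 genes in all higher at 1H and 0 at 3H, so the 3H calls over all genes were lost. Of the ribosomal protein genes 74 were called at 1H over the list alone. The insulin gene *ins* had 3205 UMIs in effector-like cells at homeostasis of the wild-type course and 3 to 23 at the later time points.

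In the genotype comparison some genes had nearly no UMIs in one genotype. *si:ch211-121a2.2* had 334, 206 and 309 UMIs in the 3 *il10ra+/-* libraries and 0, 0 and 1 in *il10ra-/-*, and *BX511067.1* had 1, 0 and 0 against 326, 160 and 133. *CU914776.1* was higher in *il10ra-/-* at 3.86 (adjusted p 0.000614). The metaphocyte gene *grn2* rose more in *il10ra-/-* than in *il10ra+/-*, by a log2 difference of 1.33 at 1H and 1.67 at 3H. This difference lies between single libraries and was not tested. The edgeR genotype term of *grn2*, an average over the time points, was 0.67 (adjusted p 0.582). Of the exocrine pancreas genes 7 of 21 were lower in *il10ra-/-* (10 over the list alone) and of the neutrophil genes 4 of 10 (5).

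The libraries allow too few splits for a test of chance. Of the 10 splits of the *il10ra* libraries by genotype only the real one, 1 of 10, called as many as 658 genes, and the highest other called 0. For 1H and for 3H over the 3 courses the real split, again 1 of 10, called 2825 and 2177 genes, and the highest other called 1.

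The test of hair cell transcripts in mcamb-like cells was run in 6 versions, each with 2 sets of splits, and with 15 of the 20 genes of the list. Sorting for GFP is meant to remove free hair cells, but the sorted libraries also held erythrocyte-like, muscle-like and liver and pancreas-like cells. Free hair cells, as well as those attached to a sorted macrophage, may thus have passed the sort. With 5 or 20 UMIs as the limit the exact permutation test within courses gave the same p = 0.037 as with 10, the smallest possible of 27 arrangements. Without *pvalb8*, which made up 70.7 to 87.3% of the hair cell UMIs, the exact permutation test within courses gave p = 0.148 with 10 UMIs, p = 0.037 with 5 and p = 0.148 with 20. Over all 84 splits, which ignore the course, the exact permutation test gave p = 0.0119 with 5, 10 or 20 UMIs, and without *pvalb8* p = 0.0833 with 10, p = 0.0238 with 5 and p = 0.107 with 20.

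Genes called in the *il10ra* courses were compared with the wild-type course. Of the genes higher at 1H 58.6% were above 0 in wild-type, and of the genes lower at 1H 6.86%, against 28.9% of the genes not called. Of the genes higher at 3H 79.0% were above 0 in wild-type, and of the genes lower at 3H 25.2%, against 51.5% of the genes not called.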
